# Single Cell RNA-Sequencing Reveals a Murine Gallbladder Cell Transcriptome Atlas During the Process of Cholesterol Gallstone Formation

**DOI:** 10.3389/fcell.2021.714271

**Published:** 2021-09-28

**Authors:** Jingjia Liang, Wentao Shao, Qian Liu, Qifan Lu, Aihua Gu, Zhaoyan Jiang

**Keywords:** cholesterol gallstone, gallbladder, single-cell RNA sequencing, lithogenesis, ursodeoxycholic acid

## Abstract

Gallstone disease is a worldwide common disease. However, the knowledge concerning the gallbladder in the pathogenesis of cholesterol gallstone formation remains limited. In this study, using single-cell RNA sequencing (scRNA-seq) to obtain the transcriptome of gallbladder cells, we showed cellular heterogeneity and transcriptomic dynamics in murine gallbladder cells during the process of lithogenesis. Our results indicated gallbladder walls were subjected to remodeling during the process of lithogenesis. The major molecular events that happened included proliferation of epithelial cells, infiltration of immune-cells, activation of angiogenesis, and extracellular matrix modulation. Furthermore, we observed partial reversal of gallbladder cell transcriptomes by ursodeoxycholic acid treatment. This work thus provides novel and integral knowledges on the cellular changes during lithogenesis, which is of great significance to the understanding of pathogenesis and treatment of cholesterol gallstone.

## Introduction

Gallstone disease is a worldwide common disease especially in Western countries (Cen et al., 2018; Kang et al., 2018). More than 80% of gallstones are of cholesterol type. Gallbladder is the site where gallstone forms, and its role in promoting gallstone formation has been investigated for decades (Bouchier, 1992). Many studies focused on the involvement of epithelial wall of gallbladder in the pathogenesis of gallstone, e.g., water absorption through aquaporin proteins (Paumgartner and Sauerbruch, 1991), epithelial transportation of cholesterol (via Abca1, g1, g5/g8) (Di Ciaula et al., 2018), and mucin secretion and modification of the balance of pro-/anti-nucleation factors (Bar Dayan et al., 2004). Defects in smooth muscle cell function has long been recognized as an important factor involved in promoting gallstone formation as well (Portincasa et al., 2000). However, the human gallbladders obtained during the operation were usually at the stage when gallstones were already formed, which more represented a later stage of changes in gallbladder wall or the resulting status when epithelial wall and gallstones are interacting for a long time. Furthermore, due to the wide application of laparoscopic cholecystectomy as a golden standard in treating gallstone disease, the role of gallbladder has been somewhat neglected. The knowledge concerning the gallbladder in the pathogenesis of gallstone formation still remains limited.

Single-cell RNA sequencing (scRNA-seq) is a recent rapid developed technique enabling the use of single cell transcriptional profiles to explore cellular events during the process of organ development (Chen et al., 2018; Bautista et al., 2021; Wu et al., 2021) as well as disease progress (Goveia et al., 2020; Rohlenova et al., 2020; Tombor et al., 2021). This technique allows the understanding of cellular heterogeneity and dynamic changes within an organ and during the development of certain disease (Chung et al., 2017; Tombor et al., 2021).

In this study, using sc-RNA sequencing of gallbladder cell samples, we reported the cellular heterogeneity and transcriptomic dynamics in murine gallbladder cells, providing a novel and integral understanding of the cellular changes during lithogenesis. We also identified major events in epithelial and non-epithelial cells during the process of lithogenesis and in response to ursodeoxycholic acid treatment. These events included proliferation of epithelial cells, infiltration of immune-cells, activation of angiogenesis, and extracellular matrix modulation.

## Materials and Methods

### Animal Experiment Process

Adult male C57BL/6J mice (8 weeks of age, weighted at 20 ± g) were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. Shanghai, China. After acclimating to the environment, mice were randomly allocated into groups fed with lithogenic diet (LD: containing 1% cholesterol and 0.5% cholic acid) (Chen et al., 2019) or LD+0.5% tauroursodeoxychlic acid (TUDCA) (Lu et al., 2020). Diet and water were obtained *ad libitum*. All mice were housed at 24°C ± 2°C with a 12-h light-dark cycle in the animal facility. Mice were sacrificed at day 0, day 10, and day 28 of LD and day 28 of LD + TUDCA, respectively (*n* = 15 mice/time point). Before sacrifice, mice were fasted overnight and were sacrificed between 9 and 10 a.m. Cystic duct was clamped and gallbladder was removed from each mouse and processed for the isolation of gallbladder cells. All the study protocol was approved by the Ethical Committee at Shanghai East Hospital.

### Isolation of Cells From Mouse Gallbladder

When sacrificed, mice were anesthetized using phenobarbital. Upon opening the abdomen, the gallbladder was exposed and cystic duct was ligated. The gallbladder was soon removed avoiding liver tissues at the gallbladder bed. After aspiration of the bile, the gallbladder was washed with D-Hanks solution. Thereafter, the gallbladder was cut into pieces and put in 1.5 ml Trypsin-EDTA (0.25%) solution (No. 25200-056, Gibco^®^) and incubated at 37°C for 20 min and then centrifuged at 1500 rpm for 5 min. After removing the supernatant, the pellet was suspended in Trypsin-EDTA solution and repeated the digestion process two more times. The collected cell pellets were then suspended in Gibco^®^ RPMI 1640 medium. The living singles cells were then picked by a mouth pipette and transferred to cold scRNA-seq lysis buffer (Vieira Braga and Miragaia, 2019; Denisenko et al., 2020). To minimize experimental variation, all the procedures were performed by one expertise researcher.

### Single Cell RNA Sequencing and Data Analysis

#### Cell Preparation, Gel Beads in Emulsion Creation, and cDNA Amplification

The single-cell RNA-sequencing and data analysis processes were fulfilled at Genergy Biological Technology Limited Co. (Shanghai, China) according to standard protocols. For the quality check and counting of single cell suspension, the cell survival rate was more than 80%. The cells that had passed the test were washed and re-suspended to prepare a suitable cell concentration of ∼1,000 cells/μl for 10x Genomics ChromiumTM. The loaded Single Cell 3′ Chip was placed on a 10X Genomics Chromium Controller Instrument (10X Genomics, Pleasanton, CA, United States) to generate single cell gel beads in emulsion (GEMs). GEMs were constructed for single cell separation according to the number of cells to be harvested. After GEMs were normally formed, GEMs were collected for reverse transcription in a PCR machine for labeling. The GEMs were oil-treated, and the amplified cDNA was purified by magnetic beads and then subjected to cDNA amplification and quality inspection.

#### Library Preparation, Quantification, and Sequencing

The 3′ Gene Expression Library was constructed with the quality-qualified cDNA. After fragmentation, adaptor ligation, sample index PCR, etc., the library is finally quantitatively examined. Single cell RNA-seq libraries were prepared using the Chromium Single Cell 3′ Library & Cell Bead Kit (Cat. Nos. 120237, 120236, 120262; 10X Genomics) according to the manufacturer’s protocol. The final library pool was sequenced on the Illumina instrument using 150-base-pair paired-end reads.

#### Differentially Expressed Genes From Single-Cell RNA-Sequencing

The Cell Ranger Single Cell Software Suite was used to perform sample de-multiplexing, alignment, filtering, and UMI counting^1^. An algorithm based on mutual nearest neighbors (MNN, Haghverdi et al., 2018) was used to correct the batch effects. Clustering and gene expression were visualized with 10X Genomics Loupe ^R^ Cell Browser v.2.0.0^2^. The mean and variance of gene expression density, cluster identities, and filtered gene matrices generated by Cell Ranger^3^ were used as input into R toolkit Seurat^4^ (Satija et al., 2015) for generating violin plots. Cell–cell interaction analysis was performed by CellPhone method according to the standard protocol (Efremova et al., 2020).

#### Gene Set Variation Analysis

In the GSVA, gene sets were obtained from the ‘HALLMARKS’ collection of the MSigDB database, publicly available at http://www.broadinstitute.org/gsea/msigdb. In the analysis, the signature enrichment scores of individual single cells were calculated (Hanzelmann et al., 2013). The resulted GSVA score matrix was organized as signatures in the rows and single cells in the column. Comparisons of single cell enrichment scores were performed using R package ‘GSVA.’ Differentially enriched signatures were defined as having FDR adjusted *p*-values < 0.05 and mean score difference ≥ 0.1 as described (Gao et al., 2017; Kim et al., 2018).

### Data and Software Availability

The raw data files were deposited at GEO repository (access No. GSE17924^5^).

The software and scripts used in this study were publicly available at the following websites: The Chromium Single Cell Software Suite: https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome; running cell ranger agrr: https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/using/aggregate; Seurat package: http://satijalab.org/seurat/install.html; pheatmap: https://cran.r-project.org/web/packages/pheatmap/index.html; topGO: http://www.bioconductor.org/packages/release/bioc/html/topGO.html; igraph: https://cran.r-project.org/web/packages/igraph/index.html; GSVA analysis: https://www.bioconductor.org/packages/release/bioc/html/GSVA.html, and computational code for CellPhone interaction analysis: https://github.com/Teichlab/cellphonedb.

## Results

### Single Cell Transcriptome Analysis of Gallbladder Identified Different Cell Types

To understand the changes of cellular transcriptome of gallbladder cells during the process of cholesterol formation, the cells of gallbladder were harvested at day 0 (chow diet), day 10, and day 28 after fed with lithogenic diet (LD, Figure 1A). 

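The analysis started from the authors' deposited counts of unique molecular identifiers (UMIs) per gene and barcode, made with 10x Genomics single-cell RNA sequencing. There were 4 libraries, 1 each for the chow diet, LD day 10, LD day 28 and LD + TUDCA day 28, and each pooled gallbladder cells of 15 mice. By the sample labels, the mice of the other libraries were older than those on chow, so ratios over chow also compare ages. No condition had a replicate library, so conditions were compared without a test, and the 95% intervals cover counting error only. Barcodes with at least 200 genes were scaled to 10000 UMIs, joined across libraries by mutual nearest neighbour (MNN) correction and clustered with the Leiden method at resolution 1. Clusters were named from fixed marker genes as epithelial-like, endothelial-like and so on. The 84 genes named in the paper were kept out of the clustering, so that their levels in the named clusters were not set by it. Differences between conditions within a cell type were measured on UMIs summed over its cells, as CPM, the UMI counts of a gene scaled to a common total.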

Day 0 represented the basal condition of gallbladder under chow diet, day 10 represented the acute phase after LD feeding, and day 28 represented the chronic phase after LD feeding when gallstones formed (Gilat et al., 2001). Tauroursodeoxycholic acid, as a modulator of bile acid hydrophobicity, has the capacity to partly reduce the incidence of gallstone formation in mice (Lu et al., 2020). Therefore, gallbladder cells from mice with day 28 LD + TUDCA feeding were also collected for the analysis to evaluate the effect of TUDCA on gallbladder.

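The LD + TUDCA library held 14249 barcodes, against 8624 in the LD day 28 library. Their median depths were 8750 and 8508 UMIs per barcode. The median number of detected genes was 2578 and 2522.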

**FIGURE 1:**
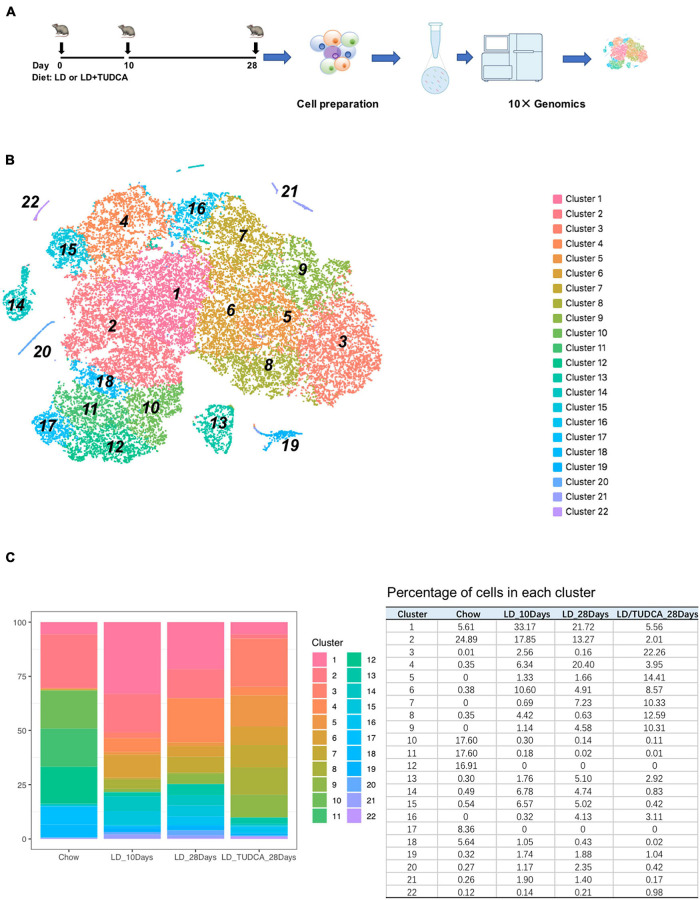
The transcriptomic heterogeneity of murine gallbladder. **(A)** The experimental design of mouse exposure to lithogenic diet (LD) or LD+ tauroursodeoxychlic acid (TUD). Mice were sacrificed at day 0 (chow diet, basal condition), day 10, and day 28 of LD and day 28 of LD + TUD, respectively (*n* = 15 mice/time point). At each time point, gallbladders were harvested and cell suspension were prepared and processed for 10 × genomic single cell sequencing (scRNA) under the standard protocols. **(B)** tSNE plot identified 22 clusters of gallbladder cells from scRNA sequencing data. **(C)** Stacked bar graph (left) and table (right) showing proportions of gallbladder cells in each cluster at each time point during process of cholesterol gallstone formation.

After filtration (Xu et al., 2021) and exclusion of red blood cells and contaminated hepatocytes, a total of 35,654 individual cells were obtained for the subsequent analysis (Supplementary Figure 1). 

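The matrices held 35652 barcodes, and 6 of them had fewer than 200 genes. At least 1000 genes and at most 20% mitochondrial UMIs were found in 35256 barcodes. Erythrocyte-like barcodes were still present, with 2 in the chow library, 66 at LD day 10, 112 at LD day 28 and 8 under LD + TUDCA. They were left out of the denominators of all shares. An unnamed cluster of 126 barcodes stayed in the denominators and was led by *Apoe*, *Alb*, *Apoc1* and *Spp1*.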

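Over all barcodes of the 4 matrices, the median was 2661 genes and 9107.5 UMIs. By library, the median number of genes was 2628 on chow and 3557 at LD day 10. The median depth was 8714 UMIs on chow and 13542.5 at LD day 10, the deepest of the libraries. The lowest depth of any barcode was 3004 UMIs, in the chow library. Mitochondrial genes gave a median of 6.28% of UMIs on chow, 5.38% at LD day 10, 4.34% at LD day 28 and 4.61% under LD + TUDCA.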

On average, each cell expressed 2,464 genes (median number) and 8,150 median UMI counts.

Using the 10× genomics software, the aggregated and normalized data were analyzed to identify cell types by graph-based or k-means clustering and the 22 identified clusters were visualized by t-distributed stochastic neighbor embedding (t-SNE) plots (Figure 1B and heatmap show in Supplementary Figure 2). The composition of cells in each cluster was shown in Figure 1C. The major cell populations were epithelial cells of the gallbladder which were *Epcam* positive (Manohar et al., 2011; Figure 2A) and which were comprised of 98.5, 88.3, 89.1, and 96.6% at day 0, day 10, day 28, and day 28 + TUDCA, respectively. These cells were also enriched in makers for mucin secretion (Lee and Liu, 2002) (*Muc3*, *Muc4*) and water channel (Laforenza, 2012) (*Aqp1*), etc. 

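Epithelial-like cells, with proliferating-like ones included and *Epcam* not used to name them, made up 98.7% (7591 of 7690) of the chow library, with an interval of 98.4 to 99.0%. Their share was 89.1% (4468 of 5015) at LD day 10, 88.6% (7543 of 8512) at LD day 28 and 96.9% (13794 of 14241) under LD + TUDCA. The alternative that moved these shares most, naming each barcode on its own, gave 65.5% at LD day 10. *Epcam* (ENSMUSG00000045394) reached 5.71 UMIs per 10000 in epithelial-like cells and 2.15 in endothelial-like cells. At least 1 *Epcam* UMI was found in 97.6% of epithelial-like and 46.2% of endothelial-like cells, at median depths of 9141.5 and 6130 UMIs. After thinning to 2000 UMIs per barcode, which left out 0 barcodes, these shares were 66.3% and 21.9%.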

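*Muc3* (ENSMUSG00000037390) gave 1.89 UMIs per 10000 in epithelial-like cells and 0.503 in endothelial-like cells. *Muc4* (ENSMUSG00000079620) gave 0.827 and 0.293. *Aqp1* (ENSMUSG00000004655) gave 9.02 in epithelial-like cells and 9.71 in endothelial-like cells, against 2.59 in fibroblast-like and 2.86 in macrophage-like cells. By library, the epithelial level of *Muc3* was 3.91 on chow, 1.81 at LD day 10, 0.789 at LD day 28 and 1.38 under LD + TUDCA. Its log2 ratio of LD day 28 over chow was −2.29, and the alternative that moved it most, scaling by trimmed mean of M-values (TMM), gave −2.40. The epithelial level of *Aqp1* fell from 13.8 on chow to 11.3 at LD day 10 and 3.89 at LD day 28, and stood at 7.95 under LD + TUDCA. *Muc4* had log2 ratios over chow of −0.51 at LD day 10 and −1.14 at LD day 28.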

(Supplementary Figure 3). 

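A cluster of proliferating-like cells was named from cell cycle genes other than *Mki67*, *Cdca3*, *Cdc20* and *Ccnb2*, which were left out of the clustering. It held 1014 cells over the 4 libraries, at a median depth of 15189.5 UMIs. *Mki67* (ENSMUSG00000031004) reached 1.12 UMIs per 10000 there, against 0.0146 in the other epithelial-like cells. At least 1 *Mki67* UMI was found in 61.2% of proliferating-like cells and 1.45% of the other epithelial-like cells, or 18.7% and 0.290% after thinning. *Cdca3* (ENSMUSG00000023505) reached 2.56 against 0.0367, *Cdc20* (ENSMUSG00000006398) 1.23 against 0.0154 and *Ccnb2* (ENSMUSG00000032218) 1.27 against 0.0192. *Epcam* gave 7.09 in the proliferating-like cells.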

Among the epithelial cells, a fraction of cells, cluster 13, belonged to highly proliferating cells according to cell makers such as *Mki67* (Sobecki et al., 2016), *Cdca3* (Kim and Bahk, 2014), *Cdc20* (Kim and Yu, 2011), and *Ccnb2* (De Martino et al., 2018; Figure 2B and Supplementary Figure 4A). Accordingly, they were enriched of GO terms as cell division (GO:0051301, *p* = 3.90E–14), cell cycle (GO:0007049, *p* = 4.00E–11), mitotic cell cycle (GO:0000278, *p* = 1.40E–08), indicating them to be proliferative cells (Supplementary Table 1). The clustering of cells by their transcriptomes also indicated high heterogeneity of the epithelial cells in gallbladder during different stages after diet feeding.

**FIGURE 2:**
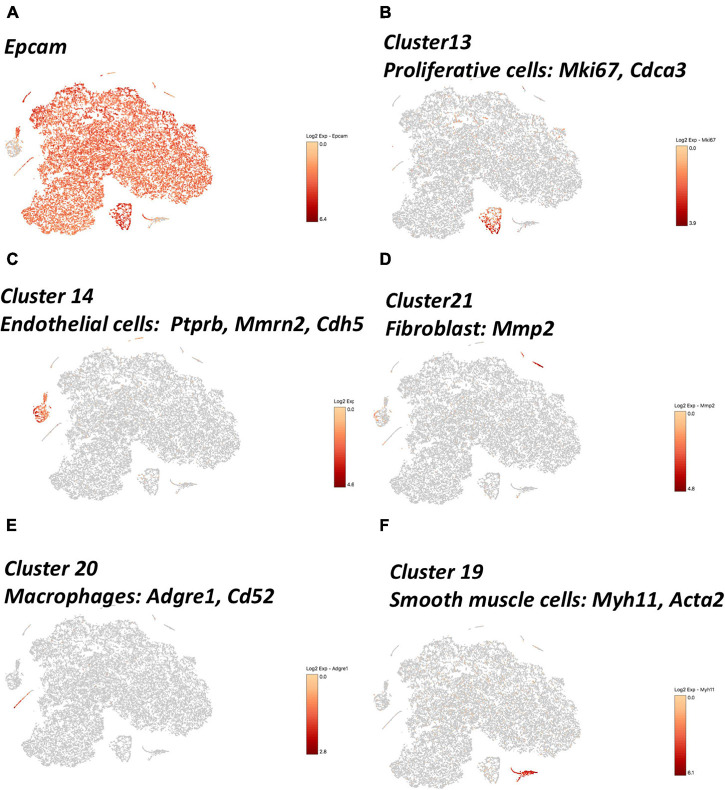
t-SNE plot showing the expression of known marker genes indicating cell types. **(A)** epithelial cells, *Epcam*; **(B)** proliferating cells, *Mki67*, *Cdca3*; **(C)** endothelial cells (ECs), *Ptprb*, *Mmrn2*, *Cdh5*; **(D)** fibroblast (FBs), *Mmp2*; **(E)** macrophages, *Adgre1*, *Cd52*; **(F)** smooth muscle cells, *Myh11*, *Acta2.*

Four distinctive non-epithelial cell population were identified using canonical markers (Figures 2C–F and Supplementary Figures 4B–F). 

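Groups of 853 endothelial-like, 228 fibroblast-like and mesothelial-like, 276 macrophage-like and 422 smooth muscle-like and pericyte-like cells were named from markers other than the genes measured here. The fibroblast group had a median depth of 9452.5 UMIs, the macrophage group 6032 and the smooth muscle group 6111.5. In endothelial-like cells, *Ptprb* (ENSMUSG00000020154) reached 3.16 UMIs per 10000, against 0.00767 in epithelial-like cells. *Mmrn2* (ENSMUSG00000041445) reached 2.92 against 0.00714, and *Cdh5* (ENSMUSG00000031871) 3.49 in endothelial-like cells. *Mmp2* (ENSMUSG00000031740) reached 5.33 in the fibroblast group against 0.00755. In macrophage-like cells, *Adgre1* (ENSMUSG00000004730) reached 0.958 against 0.000826 and *Cd52* (ENSMUSG00000000682) 7.14 against 0.00994. In smooth muscle-like cells, *Myh11* (ENSMUSG00000018830) reached 19.5 against 0.0202 and *Acta2* (ENSMUSG00000035783) 106 against 0.108.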

Cluster 14 was identified as endothelial cells [ECs, markers: *Ptprb, Mmrn2, Cdh5* (Der et al., 2017)], Cluster 21 as fibroblast cells [FBs, *Mmp2* (Rodriguez et al., 2010)], Cluster 20 as macrophages [*Adgre1, Cd52* (Zhao et al., 2020)], Cluster 19 as smooth muscle cells [*Myh11, Acta2* (Liu and Gomez, 2019)]. Gene ontology (GO) enrichment analysis of gene expression in each cluster further supported their predicted identities (Supplementary Table 1). For example, in endothelial cells, GO terms of vasculature development (GO:0001944, *p* = 1.2E–19), blood vessel development (GO:0001568, *p* = 2.2E–19), and angiogenesis (GO:0001525, *p* = 7.4E–19) were enriched. Fibroblast cells were enriched of terms associated with regulation of locomotion (GO:0040012, *p* = 9.7E–21), extracellular matrix organization (GO:0030198, *p* = 3.5E–19), extracellular structure organization (GO:0043062, *p* = 3.9E–19), and regulation of cell mobility (GO:2000145, *p* = 3.3E–18). Macrophages were associated with immune response (GO:0006955, *p* = 1.1E–27), immune system process (GO:0002376, *p* = 1.9E–26), and defense response (GO:0006952, *p* = 1.70E–23), and smooth muscle cells with actin filament-based process (GO:0030029, 1.10E–11), muscle contraction (GO: GO:0006936, *p* = 5.40E–10), and muscle tissue development (GO:0060537, *p* = 5.40E–09).

### Single-Cell RNA Sequencing Revealed Dynamic State of Gallbladder Cells During the Process of Lithogenesis

The overall cell analyzed by t-SNE plot also revealed the dynamic transcriptomic patterns during the process of lithogenesis and under TUDCA treatment. 

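After MNN correction, clustering the epithelial-like cells alone gave 13 clusters of at least 50 cells. With the libraries weighted equally, 0 of these clusters held more than 10% from every library, and the closest were 2 small clusters, with 9.93% (cluster 12, 160 cells) and 9.22% (cluster 13, 132 cells) from the library that gave least. Among the larger clusters, cluster 5 held 22.4% of the chow cells, 25.5% of LD day 10, 9.63% of LD day 28 and 2.10% of LD + TUDCA. Cluster 8 held 9.02%, 29.8%, 9.00% and 0.766% of the same libraries.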

Cluster 1 and 2 were shared by all diet conditions representing the constant preserved clusters of epithelium cell in gallbladder irrespective of diet challenge (Figure 3A). 

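Without correction between libraries, 15 of 15 clusters of epithelial-like cells drew more than 80% of their cells from 1 library. The share of a cell's nearest neighbours that came from its own library was 98.5% on chow, 95.7% at LD day 10, 94.5% at LD day 28 and 97.0% under LD + TUDCA, with 4000 cells per library. MNN correction lowered these shares to 82.6%, 61.9%, 42.4% and 85.7%.

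**Figure D1:**
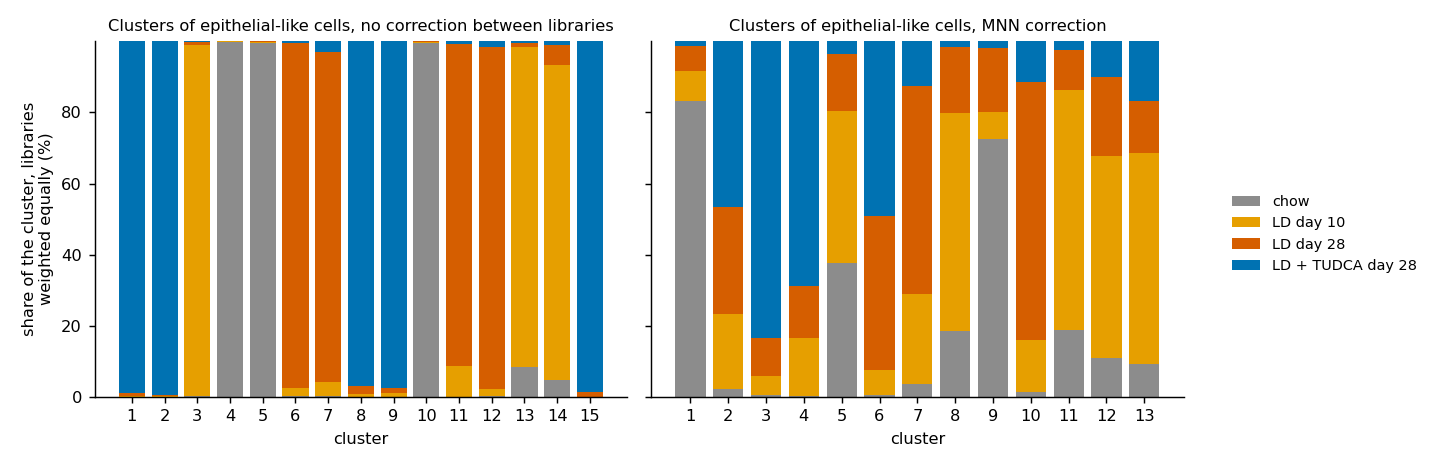
Share of each cluster of epithelial-like cells (y axis, percent) from each of the 4 libraries, weighted equally, by cluster number (x axis), without correction (left) and after MNN correction (right). Colours mark the library.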

The rest of the epithelial cells were apparently sensitive to diet which shifted away from basal condition indicating changes in response to LD feeding. 

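The corrected cluster with the largest chow share, cluster 1, drew 83.2% of its cells from that library after weighting. It held 3632 of its 4239 cells from chow, which was 48.0% of the chow epithelial-like cells. The same cluster held 4.95% of the LD day 10, 3.98% of the LD day 28 and 0.804% of the LD + TUDCA cells. Cluster 9 held 16.0% of the chow cells, and 1.67%, 4.00% and 0.413% of the other libraries in the same order.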

Cluster 10, 11, 12, 17, and 18 were almost exclusively present under basal condition (Figure 3B) and disappeared after LD. 

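Corrected cluster 7 held 1.55% of the chow cells, 10.7% of LD day 10, 24.9% of LD day 28 and 5.40% of LD + TUDCA. Cluster 10 held 0.212%, 2.11%, 10.6% and 1.67% of the libraries in that order. Cluster 6 held 0.145% of the chow cells, 14.8% of LD day 28 and 16.7% of LD + TUDCA.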

Cluster 4, 6, 7, 9, 15, and 16 appeared with LD challenge (Figure 3C). 

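LD + TUDCA cells made up 83.5% of corrected cluster 3 after weighting, with 3667 of its 4007 cells. That cluster held 27.5% of the LD + TUDCA epithelial-like cells, 3.51% of LD day 28, 1.74% of LD day 10 and 0.172% of chow. Cluster 4 held 23.9%, 5.14%, 5.63% and 0.0661% in the same order, and cluster 2 held 20.0%, 13.0%, 9.05% and 0.926%.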

Cluster 3, 5, and 8 were more related with TUDCA treatment (Figure 3D).

**FIGURE 3:**
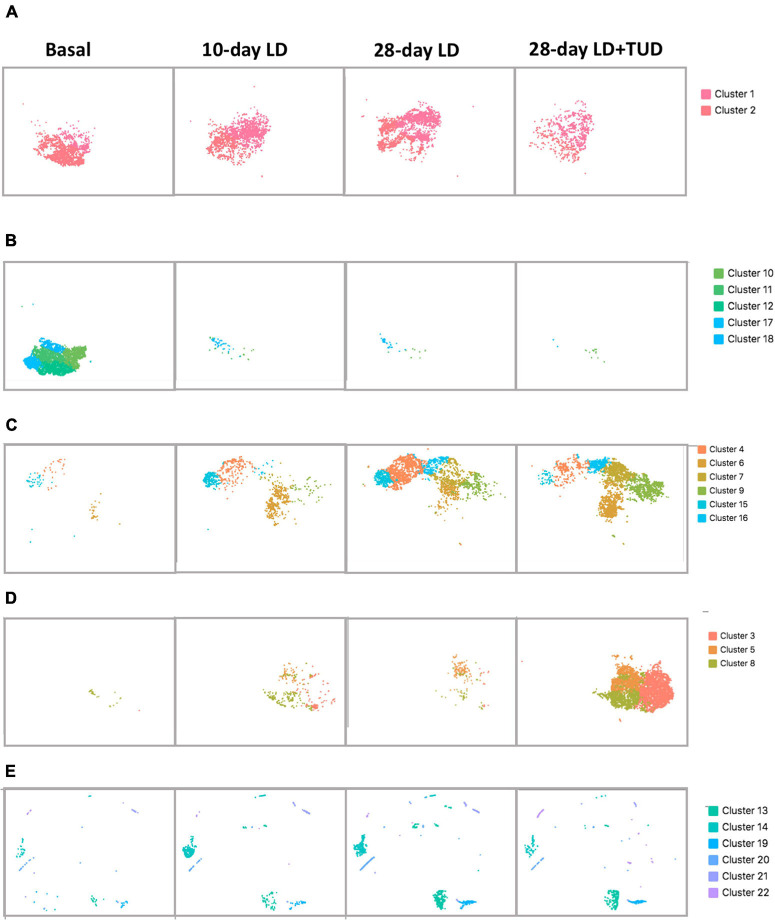
Shifting of gallbladder cell clusters during lithegenesis. t-SNE plot demonstrating the dynamic transcriptomic patterns during the process of lithogenesis and with TUDCA treatment. Basal (day 0), day 10, and day 28 gallbladder cells during gallstone formation. **(A–D)** Epithelial cells. **(E)** Non-epithelial cells. **(A)** Clusters 1 and 2 were shared by all diet conditions suggesting the constant preserved clusters of epithelium cell in gallbladder irrespective of diet challenge. **(B)** Clusters 10, 11, 12, 17, and 18 were almost exclusively present under basal condition and disappeared after LD. **(C)** Clusters 4, 6, 7, 9, 15, and 16 appeared in response to LD. **(D)** Clusters 3, 5, and 8 were more related with TUDCA treatment. **(E)** Clusters 13, 14, 19, 20, 21, and 22 were non-epithelial cells changed under lithogenic diet and with TUDCA treatment.

At basal condition, the gallbladder wall was usually lined with almost a single layer of cells and flat with few protrusions. This was in line with very few proliferative epithelial cells indicating the less active but more mature of cells under basal condition (cells in cluster 13, Figure 3E), suggesting that at basal condition, most epithelial cells were mature, static, and less differentiative. Lithogenic diet progressively induced proliferation of epithelial cells (cluster 13, Figure 3E), the composition of which increased from 0.3 to 1.76% at day 10 and climbed up to 5.1% at day 28, but reduced to 2.92% at day 28 under TUDCA treatment (Figure 1C). These data indicated that epithelial cell proliferation can be one of the major events for gallbladder during the process of lithogenesis.

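The authors measured the share of cycling epithelial cells at each time point (Figures 1C and 3E) and propose that epithelial proliferation can be among the major events of lithogenesis. Proliferating-like cells made up 0.377% (29 of 7690) of the chow cells, with an interval of 0.253 to 0.541%. Their share was 2.03% (102 cells) at LD day 10 and 3.39% (483 cells) under LD + TUDCA. At LD day 28 they were 400 of 8512 cells, with an interval of 4.26 to 5.17%. The ratio of LD day 28 over chow was 12.5, with an interval of 8.54 to 18.8. The ratio of LD day 28 over LD day 10 was 2.31, with an interval of 1.85 to 2.90. LD + TUDCA over LD day 28 gave 0.722, with an interval of 0.631 to 0.826. The alternative that moved the ratio of LD day 28 over chow most, Leiden resolution 2, gave 8.48.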

#### Single-Cell RNA Sequencing Transcriptomes Suggested Damage and Repairing of Epithelial Cells

Cluster 4, 15, and 16 were progressively increased with time of LD (Figure 3C). GO enrichment analysis (Supplementary Table 1) indicated the expression of genes related with cellular response to chemical stimulus, response to oxygen-containing compound, response to lipids and regulation to cell death in cluster 4, regulation of cell proliferation, response to lipid, response to oxygen-containing compound in cluster 15, and protein refolding, response to stress, response to toxic substance, response to lipid in cluster 16. These clusters of epithelium cells indicating the cellular changes in response to changes of biliary chemical composition after LD with time. In contrast, TUDCA supplementary partly reversed this effect due to its modification of bile hydrophobicity and lipid composition.

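LD + TUDCA over chow gave a ratio of proliferating-like shares of 8.99. Among 11663 genes measured in epithelial-like sums, 1.29% were at least 2-fold higher and 4.01% at least 2-fold lower under LD + TUDCA than at LD day 28. The genes with the lowest ratios were *Lcn2* (ENSMUSG00000026822), at 4.03 against 143.6 CPM, and *Reg3g* (ENSMUSG00000030017), at 3.11 against 100.2 CPM. Next came *Ccl21a*, at 0.109 against 25.5 CPM, *Reg3b*, at 5.25 against 113 CPM, and *Cxcl2*, at 1.43 against 36.2 CPM. The highest ratios were those of *Cx3cr1*, at 9.94 against 0.228 CPM, *AC160336.1*, with a log2 ratio of 2.94, and *Gstm3*, at 107 against 14.9 CPM, followed by *P3h3* (2.73) and *A330069E16Rik* (2.66). Of the 865 genes at least 10-fold higher in the non-epithelial classes, such as *Ccl21a*, 7.28% were higher under LD + TUDCA than at LD day 28 in these sums, against 53.9% of all genes.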

Furthermore, cluster 3, 5, 8 were cells at status more related with TUDCA, though small numbers of these clusters were present after LD (Figure 3D). The GO enrichment analysis (Supplementary Table 1) indicated the presence of apoptic process, programmed cell death, and wound healing process in all these clusters. These findings of epithelial cells provided evidences that injury of gallbladder mucosa occurred before stones developed as proposed (Scott, 1978). In contrast, TUDCA could exert a role in the repairing process.

#### Gene Set Variant Analysis of Epithelial Cell Sub-Clusters

To gain further understanding of the function of epithelium clusters, we performed GSVA. 

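A fixed list of 37 junction genes, of which 35 were measured there, was compared between clusters of epithelial-like cells within each library. Its median log2 ratio of a cluster over the rest of the library's epithelial-like cells was highest in corrected cluster 1 in all 4 libraries. The value in that cluster was 0.66 on chow, 0.46 at LD day 10, 0.47 at LD day 28 and 0.74 under LD + TUDCA. The lowest value within the chow library was −0.80, in cluster 8. A second list of 20 actin anchor genes (18 or 19 measured) was also highest in cluster 1 of every library, at 0.80, 0.57, 0.70 and 0.90.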

Clusters 11, 12, and 17 (cells under chow diet) were enriched in genes related with apical junction (Figure 4). In contrast, the genes in apical junction were downregulated in the rest clusters which belonged to the condition under LD. 

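The authors compare hallmark gene sets between clusters (Figure 4), reason that loss of apical junction lowers the integrity of the epithelium, and propose that it contributes to submucosal edema. Across all 14681 genes, the median log2 ratio of LD day 10 over chow in epithelial-like sums was 0.19, so list medians were also read relative to it. The junction list had a median log2 ratio of −0.11 at LD day 10 over chow, with 13 genes higher and 24 lower, which was −0.30 relative to all genes. That median stood at percentile 2.99 of 10000 random lists of similar expression. At LD day 28 over chow it was −0.30, at percentile 1.34. Under LD + TUDCA it was a further −0.13 below LD day 28, at percentile 0.160. The alternative that moved the junction list most, TMM scaling, gave −0.40 at LD day 10 over chow. The actin anchor list fell more, with −0.65 at LD day 10 and −0.67 at LD day 28 over chow.

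**Figure D2:**
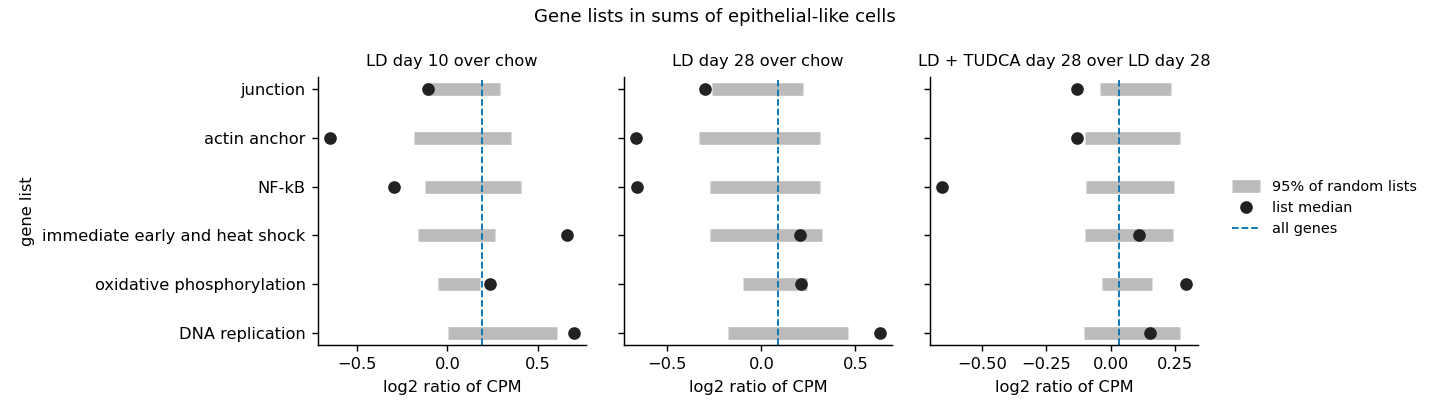
Median log2 ratio of CPM (x axis) of 6 gene lists (y axis) in sums of epithelial-like cells, for LD day 10 over chow, LD day 28 over chow and LD + TUDCA over LD day 28. Grey bars span 95% of random lists, points are list medians and dashed lines the median of all genes.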

Loss of apical junction is responsible for the decrease of epithelial cell-to-cell integrity and could partly contribute to submucosa edema as occurred under LD (van Erpecum et al., 2006). Cluster 13, enriched in genes of *G2m* checkpoint, *E2f* targets, *Myc* targets, were in line with highly proliferation functions. 

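In epithelial-like sums without the proliferating-like cells, a list of 20 DNA replication genes had a median log2 ratio of 0.70 at LD day 10 over chow, with 18 genes higher and 2 lower, or 0.51 relative to all genes. The list stood at 0.63 at LD day 28 over chow, at percentile 99.9. With proliferating-like cells kept in, the list moved to 1.11 at LD day 28. LD + TUDCA over LD day 28 gave 0.15, at percentile 73.9.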

Clusters 4 and 15 were enriched in genes involved in inflammatory response, *Il2*/*stat5* signaling, *Tnfa* singling via *nfkb*. 

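A list of 24 NF-kB genes had a median log2 ratio of −0.29 in epithelial-like sums of LD day 10 over chow, or −0.49 relative to all genes, with 10 genes higher and 14 lower. At LD day 28 over chow it was −0.66, with 7 genes higher and 17 lower. LD + TUDCA over chow gave −1.90, with 2 genes higher and 22 lower. Within libraries the list was highest in corrected cluster 7 at LD day 10 (0.61), LD day 28 (0.42) and LD + TUDCA (1.13), and in cluster 1 on chow (0.47). A list of 24 immediate early and heat shock genes had a median of 0.66 at LD day 10 over chow, with 20 genes higher and 4 lower, or 0.47 relative to all genes. At LD day 28 over chow that list gave 0.20, at percentile 82.0.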

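A list of 75 oxidative phosphorylation genes, of which 74 were measured, had a median log2 ratio of 0.29 in LD + TUDCA over LD day 28, with 68 genes higher and 6 lower. LD + TUDCA over chow gave 0.56, with 74 genes higher and 0 lower. At LD day 10 over chow the median was 0.24, at percentile 99.6 with 59 genes higher and 15 lower, or 0.04 relative to all genes, and under TMM scaling its direction changed, to −0.05. For LD day 28 over chow it was 0.21, at percentile 93.0. Within libraries the list was highest in corrected cluster 2 in all 4, at 0.69 on chow, 0.33 at LD day 10, 0.49 at LD day 28 and 0.31 under LD + TUDCA.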

Cluster 3 were enriched in oxidative phosphorylation.

**FIGURE 4:**
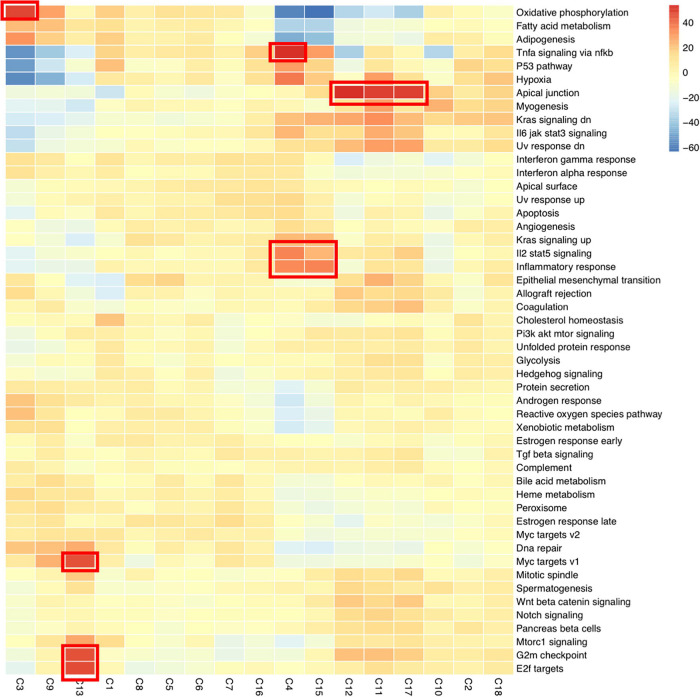
The heatmap showing the average expression of known marker genes related in in each epithelial cluster (cells under chow diet) by Gene Set Variant Analysis (GSVA). Clusters 11, 12, and 17 (cells under chow diet) were enriched in genes related with apical junction. Cluster 13 was enriched in genes of G2m checkpoint, E2f targets, Myc targets V1. Clusters 4 and 15 were enriched in genes involved in inflammatory response, Il2 stat5 signaling, Tnfα singling via Nfκb. Cluster 3 was enriched in oxidative phosphorylation.

### Changes of Non-epithelial Cells of Gallbladder During the Process of Lithogenesis

Lithogenic diet induced appearance of more non-epithelial cells in comparison with chow diet condition (Figure 3E), suggesting the accompanying submucosal events including micro-vessel genesis, immune cell infiltration, and matrix formation in the gallbladder submucosa wall during the process of lithogenesis.

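From the spread of non-epithelial clusters over the time points (Figure 3E), the authors propose that vessels form, immune cells infiltrate and matrix is laid down in the submucosa. Endothelial-like cells were 0.455% (35 cells) of the chow library, 6.30% (316 cells) at LD day 10 and 4.64% (395 cells) at LD day 28. Their ratio of LD day 10 over chow was 13.8, with an interval of 9.75 to 20.2, and naming each barcode on its own moved it most, to 20.6. Macrophage-like cells were 0.195%, 1.04% and 1.96% of the same libraries, with a ratio of LD day 28 over chow of 10.1 and an interval of 5.93 to 18.4. The fibroblast group was 0.208%, 1.67% and 1.29% of them. The smooth muscle group held 20 chow cells and was 1.58% (79 cells) at LD day 10 and 2.06% (175 cells) at LD day 28. The 4 classes together rose from 1.12% on chow to 10.6% at LD day 10 and 9.95% at LD day 28. Their ratio of LD day 28 over LD day 10 was 0.940, with an interval of 0.842 to 1.05.

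**Figure D3:**
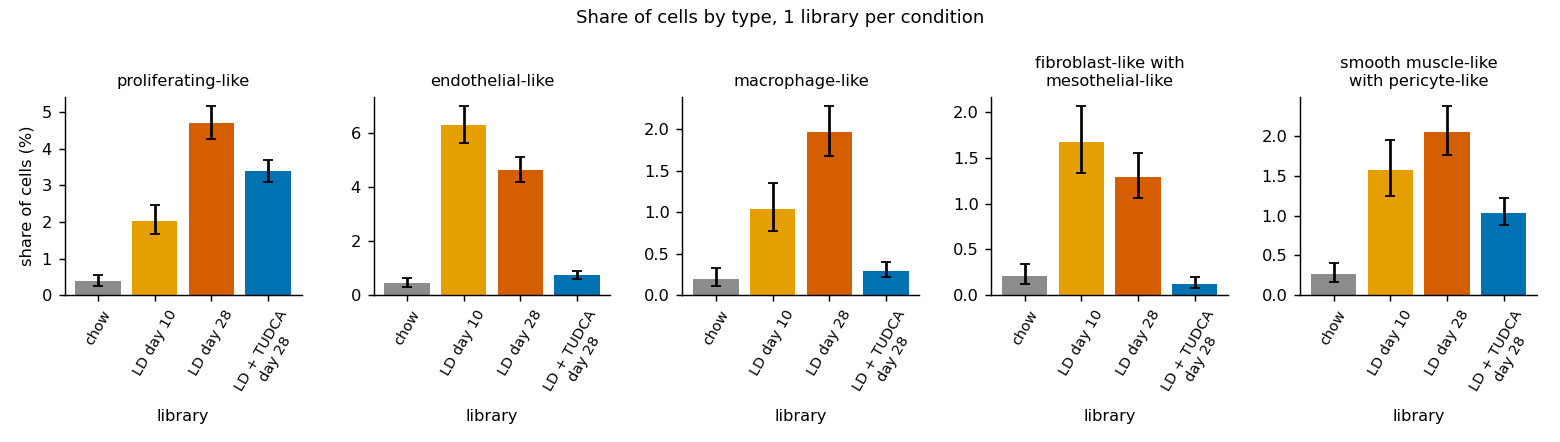
Share of cells (y axis, percent) named as each cell type in each of the 4 libraries (x axis), 1 library per condition. Bars are shares and whiskers exact 95% binomial intervals for counting error only.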

#### Endothelial Cells

Using K-means analysis, the endothelial cells (cluster 14) could further be sub-clustered into five sub-groups (Figure 5A) reflecting the varieties of their transcriptomes. 

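k-means with k of 5 split the endothelial-like cells into sub-clusters of 357, 185, 128, 101 and 82 cells. From markers other than the genes named in the paper, they were venule-type (1), unnamed because the leading genes were epithelial (2), capillary-type (3), lymphatic-type (4) and arteriole-type (5). The venule-type sub-cluster held 20 chow cells, 170 at LD day 10 and 123 at LD day 28, or 3.39% and 1.45% of the LD libraries. The capillary-type held 5, 64 and 54 cells, or 1.28% and 0.634%. The lymphatic-type held 4, 40 and 51 cells, or 0.798% and 0.599%, and the arteriole-type 0, 19 and 57 cells, or 0.379% and 0.670%. The unnamed sub-cluster held 6, 23 and 110 cells, or 0.459% and 1.29%. For all endothelial-like cells the ratio of LD day 28 over LD day 10 was 0.736, with an interval of 0.634 to 0.857. Leaving out the barcodes that the doublet score of Scrublet ranked highest moved the unnamed sub-cluster most, from 21.7% to 13.5% of the endothelial-like cells.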

Cells in all clusters increased rapidly as early as day 10 after LD feeding, especially cluster 1, and constantly increased at day 28 (Figure 5B), indicating presence of active angiogenesis. However, TUDCA feeding inhibited the expanding of endothelial cells. 

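Endothelial-like cells made up 0.751% (107 cells) of the LD + TUDCA library, a ratio of 0.162 over LD day 28 with an interval of 0.130 to 0.201. By sub-cluster, LD + TUDCA held 44 venule-type, 46 unnamed, 5 capillary-type, 6 lymphatic-type and 6 arteriole-type cells. The venule-type share was 0.309% and the unnamed share 0.323%. Smooth muscle-like and pericyte-like cells made up 1.04% (148 cells) of the same library.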

The gene expression heatmap showed differences among groups (Figure 5C) and indicated them to be different types of ECs.

**FIGURE 5:**
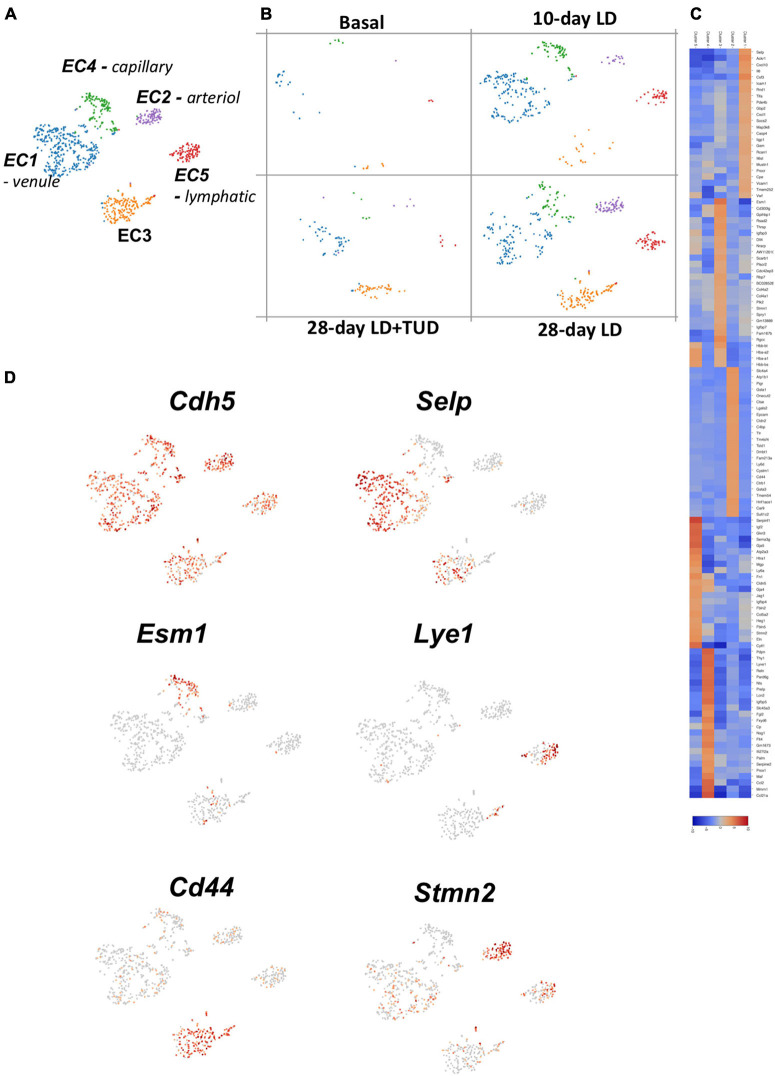
Sub-clustering analysis of the transcriptomes of endothelial cells (ECs) by k-means analysis. **(A)** t-SNE plot identification of subclusters of the EC (cluster 14) which were classified into five types. **(B)** Dynamic changes of ECs during gallstone formation. Cells in all clusters increased rapidly as early as day 10 after LD feeding, especially cluster 1, and constantly increased at day 28 and were mitigated under TUCDA treatment. **(C)** The heatmap indicated enriched expression of specific marker gene expressions of each type of ECs according to their transcriptome pattern. **(D)** t-SNE plot highlighting the sub-clusters of ECs according to representative markers, such as *Cdh5* (pan-marker), *Selp* (venule), *Esm1* (capillary), *Lye1* (lymphatic), *Cd44* (EC3), and *Stmn2* (artierol).

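In the order venule-type, unnamed, capillary-type, lymphatic-type and arteriole-type, *Ptprb* reached 5.00, 1.20, 2.69, 0.678 and 7.63 UMIs per 10000. *Mmrn2* reached 3.74, 1.11, 3.38, 2.59 and 6.72. *Cdh5* reached 4.68, 1.38, 5.10, 2.76 and 5.74.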

All these ECs were enriched in pan-makers such as *Ptprb* (Nawroth et al., 2002), *Mmrn2* (Christian et al., 2001; Andreuzzi et al., 2017), *Cdh5* (Shah et al., 2016) (Figure 5D and Supplementary Figure 5). Specifically, EC1 were venule ECs with high expression of *Selp* (Blann et al., 2003), *Icam1* and *Vcam1* (Lauridsen et al., 2014). 

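*Selp* (ENSMUSG00000026580) reached 20.0 UMIs per 10000 in the venule-type sub-cluster and at most 2.87 in the others, the highest of these in the unnamed sub-cluster. *Icam1* (ENSMUSG00000037405) reached 12.7, with 2.55 in the capillary-type sub-cluster next. *Vcam1* (ENSMUSG00000027962) reached 10.4, with 3.02 in the unnamed sub-cluster next.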

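*Stmn2* (ENSMUSG00000027500) reached 11.4 UMIs per 10000 in the arteriole-type sub-cluster, with 2.65 in the lymphatic-type sub-cluster next. *Eln* (ENSMUSG00000029675) reached 36.1 in the arteriole-type sub-cluster, with 3.69 in the venule-type next. In the capillary-type sub-cluster, *Esm1* (ENSMUSG00000042379) reached 5.54, *Cd300lg* (ENSMUSG00000017309) 2.85 and *Ramp3* (ENSMUSG00000041046) 1.16. The next highest endothelial values were 0.301 for *Esm1*, 0.940 for *Cd300lg* and 0.214 for *Ramp3*.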

EC2, highly expressed *Stmn2*, and *Eln* (Stoka et al., 2018) belonged to arteriol ECs and EC3 belonged to capillary ECs expressed *Esm1* (Rocha et al., 2014), *Cd300lg* (Takatsu et al., 2006), and *Ramp3* (Yamauchi et al., 2014). 

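*Lyve1* (ENSMUSG00000030787) reached 7.51 UMIs per 10000 in the lymphatic-type sub-cluster, which was named without it. The next highest value was 0.284, in the unnamed sub-cluster. *Mmrn1* (ENSMUSG00000054641) reached 15.4, with 0.598 in the unnamed sub-cluster next.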

EC5 expressed markers of lymphatic EC such as *Lyve1* and *Mmrn1* (Hu et al., 2019). These single-cell transcriptome analyses provide a better resolution of EC heterogeneity and angiogenesis in gallbladder during lithogenesis. 

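The unnamed endothelial-like sub-cluster held more UMIs than the others, with a median of 11174 against 5835.5 in the capillary-type sub-cluster. Its 13 epithelial marker genes gave 98.8 UMIs per 10000, against 25.6 in the capillary-type. *Cldn2* (ENSMUSG00000047230) reached 3.91 in the unnamed sub-cluster, 0.607 in the capillary-type and 5.12 in epithelial-like cells. *Cd44* (ENSMUSG00000005087) reached 3.35, 0.506 and 4.03 in the same order. *Cdh1* (ENSMUSG00000000303) reached 3.36, 0.618 and 4.37. *Slc4a4* (ENSMUSG00000060961) reached 7.64, 0.944 and 9.10. Scrublet ranked 43.2% of the unnamed sub-cluster among the expected number of doublets, against 3.91% of the capillary-type.

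**Figure D4:**
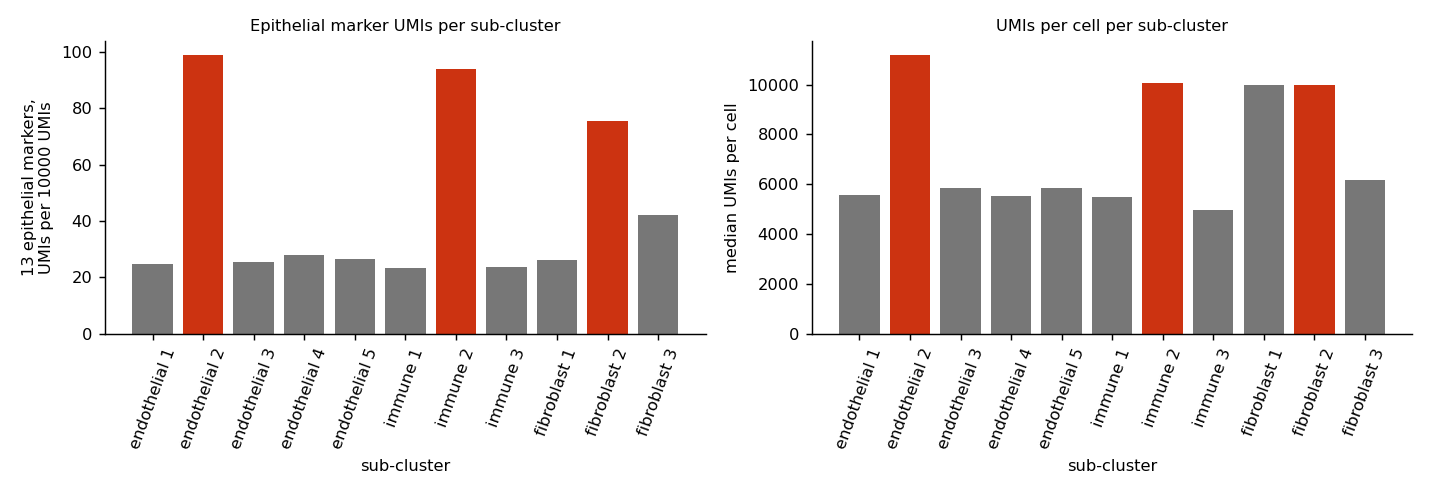
UMIs of 13 epithelial marker genes per 10000 (left, y axis) and median UMIs per cell (right, y axis) in each sub-cluster of endothelial-like, immune-like and fibroblast-like cells (x axis). Red bars mark sub-clusters with the highest epithelial marker UMIs of their class.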

EC3 were enriched in genes for cell-cell junction (*Cldn2*, *Cd44*, *Cdh1*) (Rho et al., 2017) and solute transporters (*Slc4a4*). These cells might be responsible for forming the barriers between blood vessels and surrounding tissues controlling the exchange of fluids (Zihni et al., 2016). 

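*Vegfa* (ENSMUSG00000023951) reached 0.843 UMIs per 10000 in the unnamed endothelial-like sub-cluster and 0.0899 in the capillary-type. The level was 0.417 in the arteriole-type, 0.136 in the venule-type and 0.0771 in the lymphatic-type. Epithelial-like cells had 0.782.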

Importantly, these cells were enriched in *Vegfa* (Supplementary Figure 6), which is a key factor regulating angiogenesis through binding to its receptors-*Vegfr* (Karaman et al., 2018). *Vegfr1, 2, and 3* were differently expressed in EC clusters (Supplementary Figure 6). 

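*Kdr* (ENSMUSG00000062960), which encodes Vegfr2, reached 4.46 UMIs per 10000 in the capillary-type and 4.24 in the lymphatic-type sub-cluster, 1.55 in the venule-type and 0.634 in the arteriole-type. *Flt4* (ENSMUSG00000020357), which encodes Vegfr3, reached 3.72 in the lymphatic-type sub-cluster and at most 0.227 in the others. *Flt1* (ENSMUSG00000029648), which encodes Vegfr1, reached 8.94 in the capillary-type, 3.75 in the venule-type, 2.92 in the arteriole-type and 0.0308 in the lymphatic-type.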

*Vegr2* was widely expressed in various ECs; in contrast, *Vegfr3* was exclusive expressed in lymphatic ECs and *Vegfr1* was expressed in ECs except lymphatic ECs.

#### Macrophage

Immune cells recruitment and infiltration into gallbladder wall was the accompanying event during lithogenesis (Figures 6A,B). The sub-clustering (of cells in cluster 20, Figure 1B) identified at least three types of immune cells according to their transcriptome pattern (Figure 6C). 

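k-means with k of 3 split the macrophage-like class into sub-clusters of 156, 75 and 45 cells. Sub-cluster 1 was macrophage-type by its markers. Sub-cluster 2 stayed unnamed, since its leading genes were epithelial, with 94.0 UMIs per 10000 from the epithelial markers, against 23.4 in sub-cluster 1. Sub-cluster 3 stayed unnamed with 2 dendritic cell markers present, and Leiden clustering gave a T-type sub-cluster of 48 cells in its place, on 5 of 9 T cell markers.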

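*Cd3d* (ENSMUSG00000032094) gave 48 UMIs in immune-like sub-cluster 3, or 1.94 per 10000, and 0 in the macrophage-type sub-cluster. At least 1 *Cd3d* UMI was found in 37.8% of the cells of sub-cluster 3, at a median depth of 4969 UMIs, and in 0% of the macrophage-type cells, at 5469 UMIs. After thinning, which left out 0 barcodes, the shares were 26.7% and 0%. *Cd3e* (ENSMUSG00000032093) gave 27 UMIs, or 1.09 per 10000. Sub-cluster 3 held 3 chow cells, 14 at LD day 10, 25 at LD day 28 and 3 under LD + TUDCA. Its share was 0.279% at LD day 10 and 0.294% at LD day 28.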

Cluster 3, comprised of a small number of T-cells which expressed markers as *Cd3d* and *Cd3e*, rapidly appeared at day 10 and soon disappeared afterward. 

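*Cd52* reached 10.3 UMIs per 10000 in the macrophage-type sub-cluster, 2.15 in sub-cluster 2 and 10.8 in sub-cluster 3. At least 1 *Cd52* UMI remained after thinning in 65.2% of all macrophage-like cells and in 0.219% of epithelial-like cells.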

Cluster 1 and 2 expressed *C52* Campath-1 antigen (*Cd52*, Figure 6D and Supplementary Figure 7), a glycoprotein of 12 amino acids anchored to glycosylphosphatidylinositol, were widely expressed on the cell surface of immune cells, such as mature lymphocytes, natural killer cells (NK), eosinophils, neutrophils, monocytes/macrophages, and dendritic cells (DCs) (Zhao et al., 2017). LD induced cluster 1 (markers: *Lyz2, C1qb, Cd83*) at day 10 and gradually increased until days 28. This cluster of cells represented macrophages. 

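*Lyz2* (ENSMUSG00000069516) reached 63.3 UMIs per 10000 in the macrophage-type sub-cluster, 5.00 in sub-cluster 2 and 0.688 in sub-cluster 3. *C1qb* (ENSMUSG00000036905) reached 37.1, 4.91 and 0.324. *Cd83* (ENSMUSG00000015396) reached 6.82, 0.673 and 3.56. The macrophage-type sub-cluster rose from 0.143% (11 cells) on chow to 0.698% (35 cells) at LD day 10 and 1.17% (100 cells) at LD day 28.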

Usually, macrophages are derived from monocyte infiltrated from the blood stream. In contrast, Cluster 2 cells expressed genes with several aspects of functions. They carry *Ly6d* (a lymphocyte antigen) and *Cd24a*. These cells were active in ceramide and phospholipids metabolism since they were enriched in *Smpd3* (Sphingomyelin phosphodiesterase 3) and *Degs2* [Sphingolipid delta (4)-desaturase/C4-monooxygenase], ion transportation indicated by genes as *Atp1b1* (Sodium/potassium-transporting ATPase subunit beta-1), and *Slc4a4* (Electrogenic sodium bicarbonate cotransporter 1).

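*Ly6d* (ENSMUSG00000034634) reached 64.0 UMIs per 10000 in immune-like sub-cluster 2, 10.7 in the macrophage-type sub-cluster and 63.3 in epithelial-like cells. *Cd24a* (ENSMUSG00000047139) reached 16.9, 3.14 and 21.2 in the same order.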

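*Smpd3* (ENSMUSG00000031906) reached 2.89 UMIs per 10000 in sub-cluster 2, 0.243 in the macrophage-type sub-cluster and 2.94 in epithelial-like cells. *Degs2* (ENSMUSG00000021263) reached 1.76, 0.223 and 2.15 in the same order. *Atp1b1* (ENSMUSG00000026576) reached 7.97, 0.882 and 8.96, and *Slc4a4* 7.69 and 0.771 in the immune-like sub-clusters. The median depth of sub-cluster 2 was 10060 UMIs, and Scrublet ranked 14.7% of it among the expected doublets, against 1.92% of the macrophage-type sub-cluster.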

**FIGURE 6:**
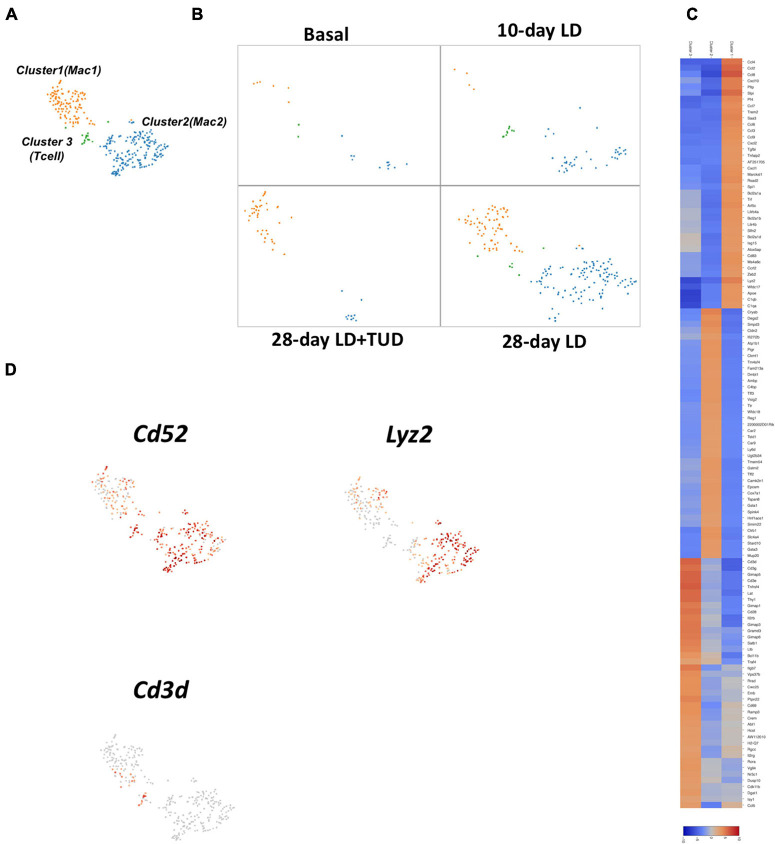
Sub-clustering analysis of the transcriptome pattern of immune cells infiltrated in gallbladder wall. **(A)** t-SNE plot showing three major cell types of immune cells by sub-clustering analysis. **(B)** t-SNE plot showing the dynamic transcriptomic patterns of the immune cells during gallstone formation and TUDCA treatment. **(C)** The heatmap indicated enriched expressions of marker genes in each sub-cluster of immune cells according to their transcriptome pattern. **(D)** t-SNE plot highlighting the sub-clusters of immune cells according to representative markers. Clusters 1 and 2 expressed C52 Campath-1 antigen (*Cd52*). Cluster 3 comprised of a small number of T-cells which expressed markers as *Cd3d* and *Cd3e*.

In contrast, TUDCA treatment grossly mitigated the infiltration of cluster 1 which were induced by LD, but small amounts of cluster 2 still remained, suggesting their resistance to TUDCA modulation (Figure 6B).

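Macrophage-like cells as a whole were 0.295% (42 cells) of the LD + TUDCA library, a ratio of 0.150 over LD day 28 with an interval of 0.105 to 0.212. The macrophage-type sub-cluster held 10 cells there, or 0.0702%. Sub-cluster 2 held 29 cells, or 0.204%, against 42 cells, or 0.493%, at LD day 28 and 3 cells, or 0.0598%, at LD day 10.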

#### Fibroblast Cells

Fibroblasts (FB) are a group of cells to produce extracellular matrix. Fibroblast cells were limitedly present at basal condition. They emerged early at day 10 upon LD feeding, were persistent until day 28, but receded under TUDCA treatment (Figures 7A,B). 

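The fibroblast group held 16 chow cells, 84 at LD day 10, 110 at LD day 28 and 18 under LD + TUDCA. Its ratio over chow was 8.05 at LD day 10, with an interval of 4.68 to 14.7, and 6.21 at LD day 28, with an interval of 3.66 to 11.2. LD + TUDCA over LD day 28 gave 0.0978, with an interval of 0.0559 to 0.162. Without the mesothelial-like cells, 15, 65, 70 and 0 fibroblast-like cells remained, and 0 of 14241 under LD + TUDCA allows a share of up to 0.0211%.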

K-means analysis sub-clustered them into three clusters with distinctive expression pattern (Figures 7A,C). 

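k-means with k of 3 split the fibroblast group into sub-clusters of 92 (FB1), 77 (FB2) and 59 (FB3) cells, and FB2 was mesothelial-type by its markers. The leading genes of FB3 here were *Cfd*, *Ccl11* and *Car3*, and its epithelial markers gave fewer UMIs than those of FB2 (42.1 against 75.4 per 10000). FB3 here may therefore not hold the same cells as the paper's FB3. *Col1a1* (ENSMUSG00000001506) reached 37.0 UMIs per 10000 in FB1, 3.07 in FB2 and 39.1 in FB3. *Col3a1* (ENSMUSG00000026043) reached 50.4 in FB1 and 7.71 in FB2, with FB3 close to FB1. *Dcn* (ENSMUSG00000019929) reached 84.8, 29.7 and 51.3.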

Cells in all three sub-clusters expressed fibroblast cell specific gene for collagens (*Col1a1*, *Col3a1*) and proteoglycans (*Dcn*) (Figure 7D and Supplementary Figure 8). 

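In the order FB1, FB2 and FB3, *Vcan* (ENSMUSG00000021614) gave 1.06, 0.0108 and 1.02 UMIs per 10000. *Mmp2* gave 10.8, 0.387 and 3.95, and *Col15a1* (ENSMUSG00000028339) 1.00, 0.0108 and 1.68. *Dpt* (ENSMUSG00000026574) gave 10.8, 0 and 3.12 and *Postn* (ENSMUSG00000027750) 4.13, 0.0108 and 5.86. *Fbn1* (ENSMUSG00000027204) was highest in FB1, with 0.817 in FB2 and 2.14 in FB3. *Ly6a* (ENSMUSG00000075602) gave 25.5, 0.344 and 2.89.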

FB1 was related with ECM producing as they also have high expression of genes such as *Vcan, metal matrix proteinease 2(Mmp2), Col15a2* and glycoproteins (*Dpt*, *Postn*), and fibrillin (*Fbn1*) and lymphocyte antigen Ly6a *(Sca1)*. These cells also expressed high levels of chemokines such as *Cxcl12*, *Ccl7*. 

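*Cxcl12* (ENSMUSG00000061353) gave 5.55 UMIs per 10000 in FB1, 0.0538 in FB2 and 3.37 in FB3. *Ccl7* (ENSMUSG00000035373) gave 13.7, 0.548 and 1.35.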

FB2 had high level of genes as *Msln*, *Cldn 15* and several transporters as *Slc39a8*, *Slc16a1*, *Nkain4* which were distinctively different than the other FBs. 

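*Msln* (ENSMUSG00000063011) gave 18.2 UMIs per 10000 in FB2, 0.0523 in FB1 and 0.0624 in FB3. *Cldn15* (ENSMUSG00000001739) gave 3.34 in FB2 and 0.0209 in FB1. *Slc39a8* (ENSMUSG00000053897) gave 3.29, *Slc16a1* (ENSMUSG00000032902) 2.55 and *Nkain4* (ENSMUSG00000027574) 8.05 in FB2, against at most 0.272 in the other sub-clusters. FB2 held 1 chow cell, 19 at LD day 10, 39 at LD day 28 and 18 under LD + TUDCA.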

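*Myl7* (ENSMUSG00000020469) gave 188 UMIs in FB2, or 2.02 per 10000, 0 in FB1 and 0.0416 per 10000 in FB3. At least 1 UMI was found in 31.2% of FB2 cells, at a median depth of 10000 UMIs, and in 18.2% after thinning. In epithelial-like cells, which should lack the gene, the level was 0.00342 per 10000, with at least 1 UMI in 0.346% of cells and 0.0649% after thinning.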

Part of the cells in FB2 also expressed *Myl7*, indicating them to carrying characters of myofibroblasts. In comparison, FB3 carrying epithelium-like characters which had high levels of *Epcam* and *E-cadherin* (*Cdh1*). 

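*Epcam* gave 0.784 UMIs per 10000 in FB1, 1.39 in FB2 and 1.62 in FB3. *Cdh1* gave 0.680, 1.04 and 2.02 in the same order. The epithelial markers together gave 42.1 per 10000 in FB3 and 75.4 in FB2. The median depth was 6176 UMIs in FB3 and 9971.5 in FB1. Leiden clustering at resolution 0.5 gave a sub-cluster of 27 cells with 11 of the 13 epithelial markers, which together gave 95.4 per 10000.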

FB3 cells also carry high level of *Muc1* and *Muc3* expressions which was normally present in epithelium cells of gallbladder. These changes suggesting the present of mesenchymal cell to epithelial cell transition (MET), which might be driven by calcium binding protein S100b (Figure 7D and Supplementary Figure 8), belongs to the family of S100 proteins contain Ca2+-binding EF-hand motifs to interact with calcium signaling involved in cytoskeleton reorganization (Sun et al., 2016; Fritzsche et al., 2017).

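*Muc1* (ENSMUSG00000042784) gave 1.24 UMIs per 10000 in FB1, 1.98 in FB2 and 1.89 in FB3, against 7.00 in epithelial-like cells on chow. *Muc3* gave 0.199, 0.527 and 0.478 in the same sub-clusters.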

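The authors reason from epithelial genes and *S100b* in FB3 (Figure 7D) and propose a transition from mesenchymal to epithelial cells. *S100b* (ENSMUSG00000033208) gave 0.416 UMIs per 10000 in FB3 (20 UMIs), 0.441 in FB2 (41 UMIs) and 0.282 in FB1 (27 UMIs), with intervals that overlap. Epithelial-like cells had 1.57 and endothelial-like cells 0.594. Since FB3 here may not be the paper's FB3, these values do not decide on the proposed transition.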

**FIGURE 7:**
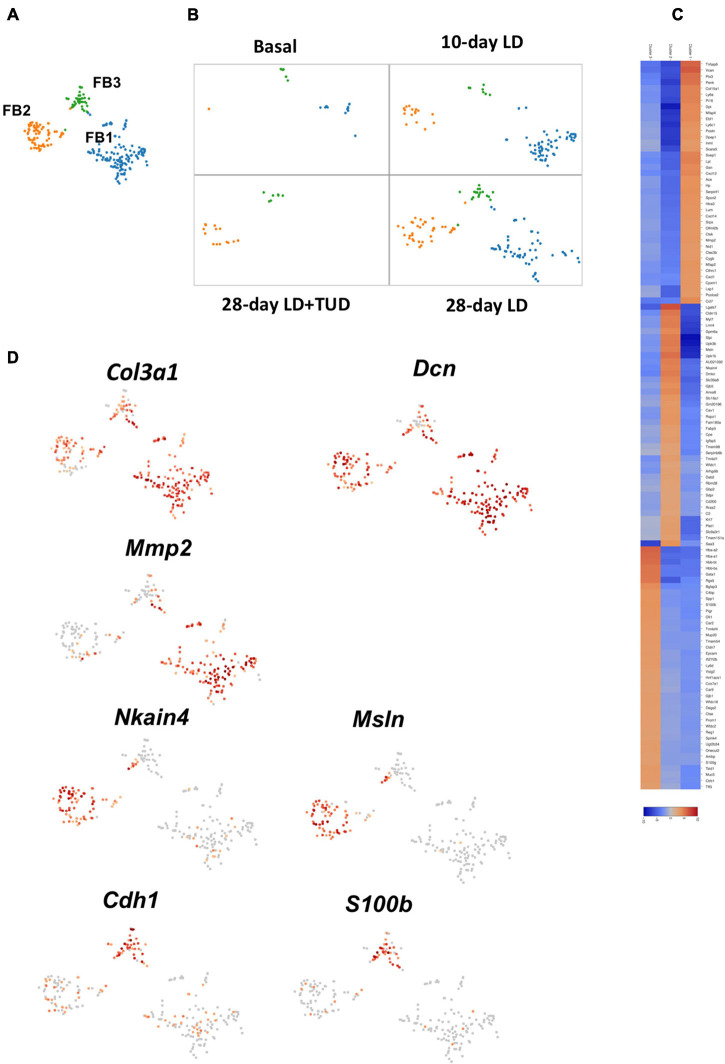
Sub-clustering analysis of the transcriptome pattern of fibroblasts. **(A)** t-SNE plot showing three sub-clusters of fibroblasts in gallbladder. **(B)** t-SNE plot showing the dynamic transcriptomic patterns of fibroblasts during gallstone formation and under TUDCA treatment. They emerged upon LD feeding at day 10 and day 28, but diminished under TUDCA treatment. **(C)** The heatmap indicated enriched expressions of marker genes in each sub-cluster of fibroblasts according to their transcriptome pattern. **(D)** t-SNE plot highlighting the sub-clusters of fibroblasts according to representative markers. Cells in all three sub-clusters expressed pan-markers for fibroblast cell such as collagens (*Col1a1*, *Col3a1*) and proteoglycans (*Dcn*). The expression of calcium binding protein *S100b* suggested the presence of mesenchymal cell to epithelial cell transition.

#### Cell–Cell Interaction Analysis

After defining the cell types, we then performed the cell–cell interaction analysis using the literature supported interactions containing ligand–receptor interaction from the chemokine, cytokine, extracellular matrix integrin interactions (Ramilowski et al., 2015) by CellPhone method (Efremova et al., 2020). Multi-ligand-receptor pairs were present between different cell types in gallbladder (Figure 8A and Supplementary Table 2). 

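The held part of Supplementary Table 2 had 1999 of 3023 ligand and receptor pairs (66.1%), and no overlap was tested on it. In all 1999 the score was the mean of the levels of ligand and receptor, so 1 highly expressed partner could set it. The higher partner gave a median of 86.0% of the score. Among the 100 highest scores it gave a median of 99.0%, and in 33 of them the lower partner was below 0.1.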

The most active cell–cell interaction existed between macrophage with epithelial cells, proliferative cells, fibroblast cells, smooth muscle cells, and endothelial cells (Figure 8B). The highest scoring interactions included chemokines such as *Ccl3*, *Ccl4*, *Ccl5* with expressed in macrophage with their ligands *Ccr5* in epithelial cells and proliferative cell (Figure 8C). 

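The authors state that macrophages are the most active partners of the other cell types (Figure 8B) and name chemokines of macrophages among the highest scores (Figure 8C). *Ccl3* (ENSMUSG00000000982) reached 6.86 UMIs per 10000 in macrophage-like cells, *Ccl4* (ENSMUSG00000018930) 25.5 and *Ccl5* (ENSMUSG00000035042) 8.28.

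**Figure D5:**
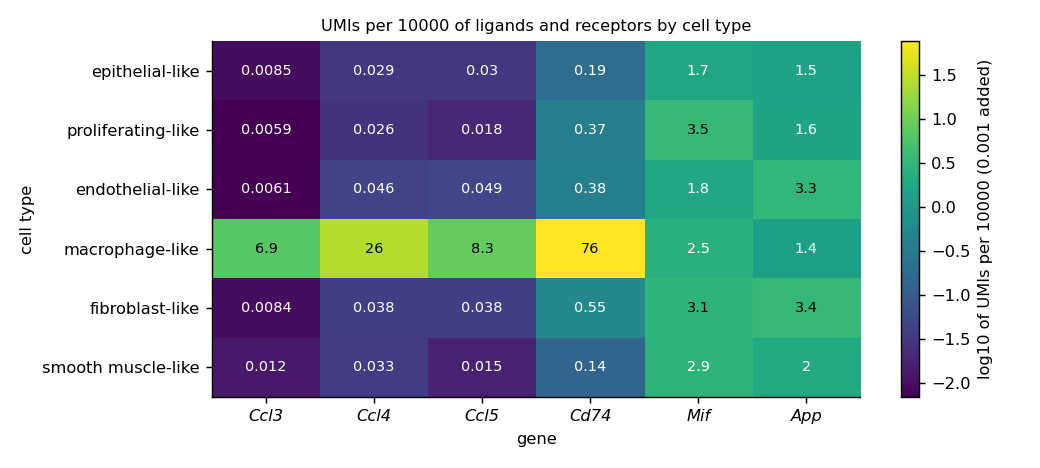
UMIs per 10000 of ligand and receptor genes (x axis) in each cell type (y axis), pooled over the 4 libraries. Colour is log10 of the value with 0.001 added, and numbers are the values.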

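*Cd74* (ENSMUSG00000024610) reached 75.8 UMIs per 10000 in macrophage-like cells. *Mif* (ENSMUSG00000033307) was lower and more even, with 3.09 in fibroblast-like, 2.94 in smooth muscle-like, 1.81 in endothelial-like and 1.66 in epithelial-like cells. *App* (ENSMUSG00000022892) gave 3.41, 1.97, 3.30 and 1.49 in the same order. The scores of *Mif* or *App* with macrophage *Cd74* lay between 38.6 and 39.6, and the ligand gave 1.93 to 4.30% of each. Leaving out barcodes rich in epithelial markers, an alternative added after the data were seen, moved these scores most, to between 55.04 and 56.20.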

*Cd74* in macrophages, on the other hand, was highly linked with *Mif (macrophage migration inhibitory factor), App (amyloid b4 protein)* in fibroblast cells, smooth muscle cells, endothelial cells as well as epithelial cells (Figure 8C). In contrast, the canonical signals as *Notch1* or *Wnt* were not strongly linked with their receptors in various cell types.

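*Dll4* with *Notch1* scored 0.827 within endothelial-like cells, 0.481 from endothelial-like to epithelial-like cells and 0.520 from endothelial-like to smooth muscle-like cells. *Jag1* in smooth muscle-like cells with *Notch1* in endothelial-like cells scored 0.896. *Wnt5a* with *Fzd1* scored 0.469, *Wnt5a* with *Fzd2* 0.389, *Wnt4* with *Fzd1* 0.526 and *Wnt7b* with *Fzd4* 0.400.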

**FIGURE 8:**
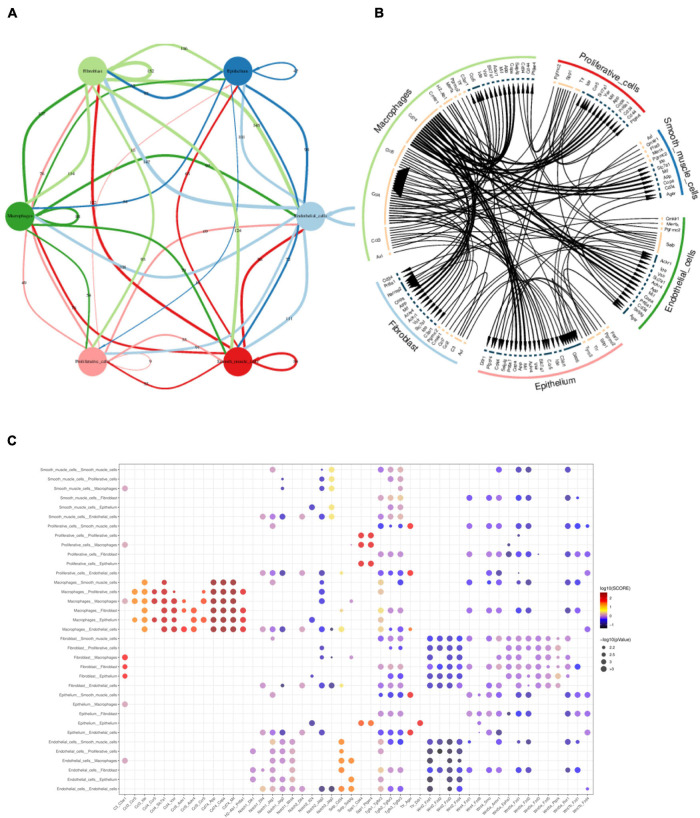
Multi-interactions across and within cell types assessed by CellPhone analysis. **(A)** Summary network showing the level of signaling across and within cell types. Edges were scaled and numbered with the number of ligand-receptor pairs between cell types. **(B)** Chord diagram showing the preferential interactions of ligand-receptors across and within cell types. Edges of lines were scaled according to the interaction scores of ligand-receptor pairs. **(C)** Heatmap showing the interaction scores of ligand-receptor pairs between cell types.

## Discussion

To our knowledge, this is the first study providing an atlas of RNA transcriptomes of murine gallbladder cells during the process of lithogenesis using sc-RNA sequencing. Our results indicated gallbladder walls were subjected to remodeling during the process of lithogenesis, presenting heterogeneity of gallbladder cells. The major molecular events happened including epithelial damage and repair, and cell proliferation in response to lithogenic bile. Beneath the epithelial wall, immune-cell infiltration, activation of angiogenesis, and extracellular matrix reconstruction were the accompanying events. Various cell types communicated through ligand-receptor pairs, especially macrophages with other cells. Furthermore, we also observed partial reversal effects on gallbladder cell transcriptomes by TUDCA treatment.

The sc-RNA sequencing data in this study provided evidences of changes of cellular transcriptomes in response to lithogenic diet comparing with basal condition. The first distinctive gene signature was decreased expression of genes in apical junction, indicating an impairment of cell to cell junction during lithogenesis which could result in increased permeability of water from bile into gallbladder wall. This was in line with the observation of early edema of gallbladder submucosa after lithogenic diet (van Erpecum et al., 2006). Changes of several aquaporin proteins in the epithelial cells of gallbladder were previously proposed to be responsible for these pathological defects. A possible involvement of aquaporins in the development of gallstones was provided by Paumgartner and Sauerbruch (1991). They reported about the expression of AQP8 in the gallbladder mucosa of humans with small pigment stones without gallbladder inflammation and with similar bile composition as in healthy humans (Paumgartner and Sauerbruch, 1991). This patho-mechanism was further supported by the observation of augmented water absorption from the gallbladder during the initial stages of cholesterol stone formation (Conter et al., 1986; Lee and Choi, 2004). Our sc-RNA sequencing data suggested that the epithelial cells with distinct functions for water absorption was not specified in certain cell clusters since all the proposed aquaporin genes were omni-expressed in gallbladder epithelial cells as we showed.

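*Aqp8* (ENSMUSG00000030762) gave 0.823 UMIs per 10000 in epithelial-like cells on chow, 2.04 at LD day 10, 0.625 at LD day 28 and 1.07 under LD + TUDCA. *Aqp5* (ENSMUSG00000044217) gave 0.491, 0.215, 0.628 and 0.444, and *Aqp11* (ENSMUSG00000042797) 0.294, 0.332, 0.172 and 0.262. *Aqp3* gave 429 UMIs over all epithelial-like cells, or 0.0127 per 10000, *Aqp7* 38 UMIs, *Aqp9* 17 UMIs and *Aqp4* 2 UMIs. The aquaporin list, with 5 of 8 genes measured, had a median log2 ratio of −0.74 at LD day 28 over chow, at percentile 1.88, and of 0.58 in LD + TUDCA over LD day 28. At LD day 10 over chow it gave −0.48 relative to all genes. Across corrected clusters within a library, with 4 or 5 genes measured, its median ranged from −1.12 to 0.21 on chow, −2.64 to 0.40 at LD day 10, −1.19 to 0.72 at LD day 28 and −1.17 to 0.37 under LD + TUDCA.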

The second distinctive changes of gallbladder epithelial cells were enrichment of genes in pathways of wound healing in conditions under lithogenic diet. Proliferation of epithelial cells, which appeared well before the occurrence of gallstones (Scott, 1978), together with previous reports of enhanced mucous secretion during lithogenesis (Scott, 1976), made it clear that the injury of gallbladder preceded gallstone formation. The gallbladder reacted to injury at the time before gallstones were forming or formed (Scott, 1978). Several signaling pathways involved in wound healing which are important in regulating these processes, including sonic hedgehog (Zhang et al., 2020), Rho GTPases (Toyokawa et al., 2019), STAT3 (Wang et al., 2020), and Wnt (Burgy and Konigshoff, 2018), were induced.

Third, a number of actively proliferative cells were induced following lithogenic diet. The epithelial cells at basal condition were more at rest state and less active in proliferation. In contrast, proliferation of gallbladder epithelium cells was activated soon after lithogenic diet, much earlier than the occurrence of apparent typical gallstone, providing the hint that this phenomenon was induced by chemical changes in biliary lipids or chemical signals in the epithelium rather than the mechanical stimulation after gallstones formed. Previous studies using isotope labeled precursor of DNA observed increased DNA synthesis in gallbladder epithelium in models such as rabbit fed with dihydrocholesterol-fed (Kaye et al., 1966), guinea pigs under lincomycin treatment (Scott, 1976), or bile duct ligated mice (Scott, 1974). These results indirectly indicated cell proliferation of gallbladder epithelium to be an early and accompanying event during the process of lithogenesis. The early proliferative changes in the gallbladder could occur as early as 2 days after lithogenic diet (Scott, 1978; Putz et al., 1981) with significant increase of total DNA extracted from the entire gallbladder after 2 weeks, whereas visible hypertrophy of the epithelium on the histological sections occurred until 4 weeks after diet induction.

Angiogenesis underneath the epithelial wall of gallbladder was another event happening during lithogenesis. In this study, we were able to identify various ECs as arteriole, venule, capillary ECs, as well as a fraction of lymphatic ECs using their corresponding markers. In one way, angiogenesis was accompanied by the demand for nutrient and oxygen supply in the need of tissue repair and proliferation (DiPietro, 2016). On the other hand, the blood flow provided circulating immunocytes into gallbladder wall as well (Maurer et al., 2009). The EC3 cluster (capillary) were more enriched in *Dll4* expression indicating the involvement of *Dll4-Notch* pathway in the angiogenesis through regulating endothelial cell proliferation, migration, and angiogenic sprouting (Pitulescu et al., 2017). 

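*Dll4* (ENSMUSG00000027314) gave 3.10 UMIs per 10000 in the capillary-type sub-cluster, 1.05 in the arteriole-type, 0.526 in the venule-type, 0.324 in the lymphatic-type and 0.280 in the unnamed sub-cluster that carried epithelial genes. *Notch1* (ENSMUSG00000026923) gave 1.31, 1.41, 0.834, 1.19 and 0.432 in the same order.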

EC2 were enriched in *Vegfra* which could secreted and binding to the *Vegfr2* (*Kdr*) expressed in the rest of the ECs and promoted their proliferation, differentiation, and sprouting (Pitulescu et al., 2017).

Fibroblasts were also involved in the remodeling of the gallbladder wall. They represented a family of related cell types with specialized functions in the synthesis and maintenance of extracellular matrix (Driskell et al., 2013; Rinkevich et al., 2015). They were responsible for modulating ECM through extracellular matrix formation and turnover. 

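Over the whole fibroblast group, *Col1a1* gave 24.1 UMIs per 10000, *Dcn* 56.3, *Col5a1* (ENSMUSG00000026837) 1.29 and *Postn* 2.86. *Spp1* (ENSMUSG00000029304) gave 4.49, against 15.2 in epithelial-like cells.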

In general, they exhibited various degrees of activation including a mix of markers involved in ECM development (*Col1a1*, *Col5a1*), cell–matrix interaction (*Spp1*, *Dcn*), and cell signaling (*Serpine1*, *Postn*). Sub-cluster of FBs (FB2) expressed proteins of muscle contraction (*Acta2*, *Tagln*, *Tpm2*), indicating that they affect the neighboring smooth muscle contraction through paracrine action and disturb gallbladder motor function. This sub-cluster also had the functions for ion transportation like epithelial cells (Skou and Esmann, 1979). Furthermore, a fraction of cells (FB3) had considerable levels of mucin gene expression which was a function of epithelial cells. These cells also had higher level calcium binding protein S100b, a driven protein for mesenchymal cell to epithelial cell transition (Chen et al., 2015). This suggested that MET of mesenchymal cells might occur during the process of lithogenesis.

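*Acta2* gave 2.48 UMIs per 10000 in FB2, 3.58 in FB3 and 0.230 in FB1. *Tagln* (ENSMUSG00000032085) gave 2.56, 9.52 and 0.962, and *Tpm2* (ENSMUSG00000028464) 2.24, 2.99 and 1.11 in the same order.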

When we looked upon the lipid absorption of epithelial cells in our sc-RNA sequencing data, we found that the well-known transporters for cholesterol were not specified in certain clusters of epithelial cells. Furthermore, no distinct dynamic expression was observed under lithogenic diet. 

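A list of 8 cholesterol transport genes, of which 4 were measured there, was compared between corrected clusters of epithelial-like cells within each library. Its median log2 ratio ranged from −0.74 to 0.41 on chow, −0.56 to 0.45 at LD day 10, −0.48 to 0.44 at LD day 28 and −0.42 to 0.06 under LD + TUDCA.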

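The cholesterol transport list had a median log2 ratio of 0.15 in epithelial-like sums of LD day 10 over chow, or −0.05 relative to all genes, and −0.01 at LD day 28 over chow, at percentile 24.0. LD + TUDCA over LD day 28 gave −0.02. At LD day 28 over chow, 2 of the 7 genes measured in these sums were higher and 5 lower. On chow *Abcg5*, *Abcg8* and *Cubn* lay below the 1 CPM added, which shrinks their log2 ratios. The list medians therefore do not show that the single genes held steady. *Npc1l1* (ENSMUSG00000020447) had a ratio of 0.556 at LD day 28 over chow, with an interval of 0.472 to 0.654, and of 2.08 in LD + TUDCA over LD day 28, with an interval of 1.80 to 2.41. *Abca1* (ENSMUSG00000015243) gave 0.546 UMIs per 10000 on chow, 0.605 at LD day 10, 0.456 at LD day 28 and 0.230 under LD + TUDCA. *Abcg1* (ENSMUSG00000024030) gave 0.0430, 0.0631, 0.0749 and 0.0325. A list of 20 cholesterol synthesis genes, which the paper does not treat, had a median of −0.60 at LD day 10 over chow, or −0.79 relative to all genes, −0.43 at LD day 28 over chow and 0.33 in LD + TUDCA over LD day 28.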

The sc-RNA sequencing data showed low levels of the expression of these transporter genes, especially those well-known apical membrane transporters such as *Npc1l1*, *Abcg5*, and *Abcg8*, which gave the hint that gallbladder epithelial cells *per se* might not be active in cholesterol absorption from bile or excretion into bile, limiting their capacity to regulate cholesterol contents in bile during lithogenesis. Such phenomenon was not consistent with the results from *in vitro* experiments which showed significant appearance of these transporters under cholesterol induction in cell culture medium. 

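From the low levels of apical transporters, the authors propose that epithelial cells might not be active in taking up or excreting cholesterol. *Npc1l1* gave 435 UMIs in epithelial-like cells on chow, or 0.0595 per 10000, and 0.0572 at LD day 10, 0.0331 at LD day 28 and 0.0688 under LD + TUDCA. At least 1 *Npc1l1* UMI was found in 5.59% of epithelial-like cells and 1.06% of endothelial-like cells, or 1.23% and 0.352% after thinning. *Abcg5* (ENSMUSG00000040505) gave 51 UMIs on chow, or 0.00698 per 10000, and 74 UMIs, or 0.0106, at LD day 28. *Abcg8* (ENSMUSG00000024254) gave 16 UMIs on chow, or 0.00219 per 10000, and 15 UMIs, or 0.00214, at LD day 28.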

Lithogenic diet could induce accumulation of cholesterol contents in gallbladder wall (Pemsingh et al., 1988). Considering the sc-RNA sequencing data on the known cholesterol transporters, we might deduce that the cholesterol in gallbladder wall might more be originated from peripheral lipoproteins since lithogenic diet markedly elevated plasma cholesterol levels rather than directly absorbed from bile. In the past, more studies focused on the absorption of cholesterol by gallbladder epithelium. For example, the scavenger receptor class B type I (SR-BI) (Miquel et al., 2003) was a potential apical cholesterol transporter expressed in the human gallbladder; megalin, in combination with cubilin, mediated endocytosis of numerous ligands, including HDL/apolipoprotein A-I (apoA-1), were involved in cholesterol absorption by the gallbladder epithelium (Tsaroucha et al., 2008). 

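*Scarb1* (ENSMUSG00000037936), which encodes SR-BI, gave 0.141 UMIs per 10000 in epithelial-like cells on chow, 0.191 at LD day 10 and 0.147 under LD + TUDCA. Endothelial-like cells had 1.98 and their capillary-type sub-cluster 8.13. *Lrp2* (ENSMUSG00000027070), which encodes megalin, gave 0 UMIs in epithelial-like cells on chow, 3 at LD day 10, 3 at LD day 28 and 1 under LD + TUDCA, and 39 UMIs, or 0.419 per 10000, in the mesothelial-type FB2. *Cubn* (ENSMUSG00000026726) gave 65 UMIs on chow, or 0.00889 per 10000, 27 at LD day 10, 14 at LD day 28, or 0.00200, and 70 under LD + TUDCA.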

What we found, here, was that these classical molecules were not actively expressed in epithelial cells, limiting their capacity to regulate biliary cholesterol contents.

At last, we observed partial reversal effect of TUDCA on the overall transcriptomic changes of gallbladder cells. 

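The authors state that TUDCA partly reversed the overall transcriptomic changes. In epithelial-like cells, 1580 genes changed at least 2-fold at LD day 28 over chow in 1 of a pair of random parts of the cells, 891 higher and 689 lower. In the other part, 55.8% of them lay closer to chow under LD + TUDCA than at LD day 28. Over 100 draws, simulated libraries with no effect gave 47.3 to 52.9%, lowest to highest, and shuffled differences gave 47.2 to 54.2%. The simulated libraries held counting error only, so they do not show how far an unchanged second library would lie. The median return was 0.0747 of the change. Of the genes higher at LD day 28, 72.2% lay closer to chow, against 45.4% with shuffled differences. Of the lower genes, 34.7% lay closer, against 58.2%. The alternative that moved the share most, a 4-fold threshold, gave 70.7%, and leaving out genes higher in non-epithelial cells, an alternative added after the data were seen, took it to 47.8%.

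**Figure D6:**
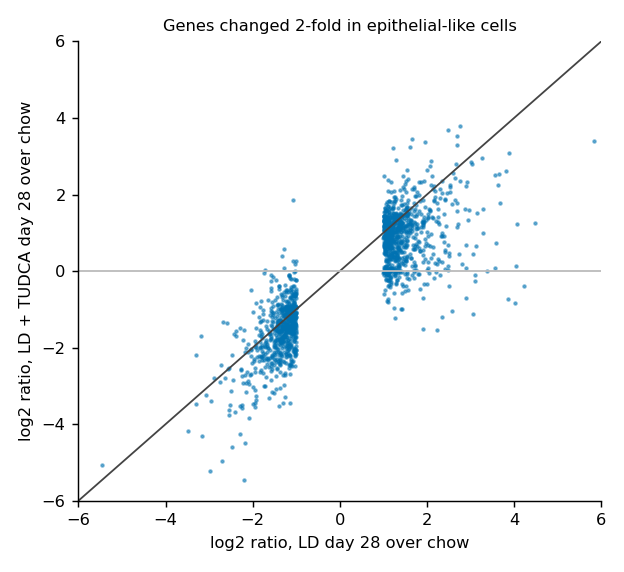
Log2 ratio of LD + TUDCA over chow (y axis) against that of LD day 28 over chow (x axis) in epithelial-like cells. Points are genes changed at least 2-fold at LD day 28 over chow. Unlike for the shares in the text, they were chosen and measured on the same cells. The diagonal marks equal change and the grey line no difference from chow.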

The TUDCA could protect epithelial cells from damages, benefiting epithelial restitution (Goossens and Bailly, 2019). Our current study suggested that promotion of epithelial restitution might also be involved and this hypothesis was supported by an *in vivo* study in mouse model where topical application of TUDCA increased re-epithelialization and the rate and extent of wound closure (Mroz et al., 2018).

## Conclusion

Our results presented heterogeneity of gallbladder cells during the process of lithogenesis and identified major events in epithelial and non-epithelial cells, including proliferation of epithelial cells, infiltration of immune cells, cells involved in angiogenesis, and extracellular matrix modulation. This study also created a reference transcriptome map for murine gallbladder cells through the process of cholesterol gallstone formation, for better understanding how the gallbladder changed dynamically in the pathogenesis of gallstone formation.

## Data Availability Statement

The raw data generated in the manuscript can be found here https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179524.

## Ethics Statement

The animal study was reviewed and approved by the Ethical Committee at Shanghai East Hospital.

## Author Contributions

ZJ and AG designed and supervised the study and revised the manuscript. JL, WS, and QLi conducted the study and analyzed the data. QLu provided the technical support. JL, WS, and QLi wrote and revised the draft. All the authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

scRNA-seq: single-cell RNA sequencing
LD: lithogenic diet
TUDCA: tauroursodeoxychlic acid
GEM: gel beads in emulsion
t-SNE: t-distributed stochastic neighbor embedding
ECs: endothelial cells
FBs: fibroblast cells
GO: Gene Ontology
GSVA: Gene Set Variant Analysis
NK: natural killer cells
DCs: dendritic cells.

How the deposited data were processed for this re-analysis (not part of the article)

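The authors deposited 1 matrix of UMI counts per library, with 31053 genes, made with Cell Ranger (demultiplexing, alignment, filtering of barcodes and counting of UMIs) and not normalized, as the paper's methods and the values themselves show. The paper's text gives neither the version of Cell Ranger nor the genome build, so genes were used under the Ensembl identifiers and symbols of the files. There were 4 libraries, 1 per condition, with cells of several mice pooled before each library. A series-level unfiltered aggregate of 2 libraries with another gene list was not used here. Sums of UMIs are given as CPM, levels in a cell type as UMIs per 10000 UMIs, shares as percent, differences between conditions as a ratio or its log2, and ligand and receptor pairs as a score, the mean of the pair's levels.

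The libraries held 74287235 (chow), 75851808 (LD day 10), 84313812 (LD day 28) and 139279170 (LD + TUDCA) UMIs, 373732025 in all. Barcodes with at least 200 genes were scaled to 10000 UMIs and log-transformed. The 84 genes that the paper names were left out of the clustering, 2000 variable genes ranked over libraries were reduced to 50 principal components, libraries were joined by MNN correction with 20 neighbours, and clusters were found by the Leiden method at resolution 1 on 15 nearest neighbours, which gave 27 clusters. Clusters were named from marker lists that hold few of the genes the paper names. Endothelial-like, immune-like and fibroblast-like cells were split by k-means with k of 5, 3 and 3 on 10 principal components. A marker counted as present when found in at least 20% of cells, and a sub-cluster with fewer than 3 markers of a type, or with leading genes of another type, stayed unnamed. Doublets were kept in the main setting, since the paper names no step to remove them. Erythrocyte-like barcodes were left out of the denominators, while an unnamed cluster with hepatocyte genes, which did not meet the rule for a hepatocyte-like name, stayed in. Shares of epithelial-like cells include proliferating-like cells, and sums and levels of epithelial-like cells do not.

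Intervals are exact at 95%: Clopper-Pearson for a share, Poisson for a level and conditional exact for a ratio of shares. A count of 0 was given an upper limit of 3 counts. Log2 ratios were taken with 1 CPM added, over genes with at least 20 UMIs in the libraries compared. Medians of gene lists were placed among 10000 random lists matched on mean expression, with seed 1. The lists held 37 junction, 20 actin anchor, 24 NF-kB, 24 immediate early and heat shock, 75 oxidative phosphorylation, 20 DNA replication, 8 cholesterol transport, 8 aquaporin and 20 cholesterol synthesis genes and are not the hallmark sets of the paper, which were not used here. For the tests in the closing section, lists of 16 ATF4 targets, 16 hepatocyte genes and 4 haemoglobin genes were added. Of the hepatocyte genes, 2 (Ttr and Mup20) were also expressed in epithelial-like cells and were left out, so 14 were used.

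The genes named are all those that the text or legends of the paper name for claims with mapped libraries, and the 5 highest and 5 lowest log2 ratios in epithelial-like sums for each of LD day 10 over chow, LD day 28 over chow and LD + TUDCA over LD day 28, among genes with at least 200 UMIs in the libraries compared. Results that need genes withheld for evaluation are not reported here. The marker lists, gene lists, rule for named genes, main settings and 28 alternatives were chosen before the data were examined. Set after the clusters had been seen were the rule that names a cluster by fold over the other clusters, which ignores haemoglobin and any marker found in at least 20% of cells of every cluster (Ctrb1), the threshold for genes of non-epithelial cells, the removal of genes from the hepatocyte list, and 3 added alternatives. Scrublet's automatic threshold called only 3, 2, 1 and 3 barcodes in the libraries in the order above, so the expected number of highest scores was taken in its place (473, 207, 595 and 1624), from a rate of 0.8% per 1000 barcodes.

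In a self-test on simulated changes in sums of the chow and LD day 28 libraries, 100% of 200 changed genes among 14702 had the simulated direction, with a median absolute error of 0.06 log2. A list of 24 genes simulated at −0.5 was recovered at −0.48. A simulated return of 0, 50 and 100% gave medians of 0.000315, 0.497 and 0.999. In 4 simulated libraries of 5 cell types 100% of the cells were named correctly, and simulated ratios of endothelial shares of 6 and 0.2 were recovered. The minor cell types were simulated with their naming markers raised and without doublets or free RNA. The 100% is therefore not a measure of accuracy on the real barcodes.

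Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16, which gave the TMM factors (0.906, 1.11, 0.975 and 1.02 for the epithelial-like sums).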

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

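The tests of the tuft-like cells, the erythrocyte-like barcodes and the cluster with hepatocyte genes were chosen only after these results were seen, and the 4 results stood out because the shares of these cells or barcodes lay above their level on chow.

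Tuft-like cells made up 0.779% of the LD + TUDCA library (111 cells), against 0.169% on chow (13 cells) and 0.317% at LD day 28 (27 cells). The ratio of LD + TUDCA over LD day 28 was 2.46, with an interval of 1.60 to 3.89. Naming by cluster is unlikely to be the cause, since naming each barcode on its own after thinning to 2000 UMIs gave a ratio of 5.49 (interval 2.86 to 11.8). Barcodes that hold 2 cells are not the whole cause either: Scrublet ranked 19.8% of the tuft-like cells of LD + TUDCA among the expected doublets, against 11.4% of all barcodes of that library, but without the highest scores the ratio stayed at 1.80 (interval 1.17 to 2.85). A difference in recovery between libraries stays open, as does an effect of TUDCA, which would be a hypothesis for a design with replicate libraries.

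Erythrocyte-like barcodes made up 1.30% of the LD day 28 library (112 of 8624), the same share at LD day 10 (66 of 5082), 0.0260% on chow (2 of 7697) and 0.0561% under LD + TUDCA (8 of 14249). Haemoglobin genes gave 1568 CPM in the epithelial-like cells of LD day 28, 779.7 CPM at LD day 10, 278 CPM on chow and 125 CPM under LD + TUDCA. Blood left in the tissue is therefore a possible explanation, since it would give both the barcodes and the free haemoglobin RNA, and both were higher in the LD day 10 and LD day 28 libraries than in the other 2. The LD day 10 and LD day 28 libraries had the same barcode share, although the level in epithelial-like cells differed, so other contributions stay open. Whether the amount of blood followed the vessels of the tissue or the dissection was not tested.

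An unnamed cluster with hepatocyte genes held 1.10% of the barcodes of the LD day 28 library (95 of 8624, interval 0.892 to 1.34%) and 0 on chow. Hepatocyte genes gave 7798 CPM in these barcodes and 24.3 CPM in the epithelial-like cells of the same library, a ratio of 321. Free liver RNA spread evenly over barcodes is unlikely to give a ratio of this size. The cluster was picked out by such genes, however, so the ratio is not an independent test. *Alb* gave 2658 CPM in the cluster and 3.21 CPM in epithelial-like cells. Cells or cell fragments of the liver taken with the gallbladder stay open, as do cells of the biliary tree that express such genes. No biological explanation was tested.

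Mesothelial-like cells, which the paper counts among fibroblasts, made up 0.470% of the LD day 28 library (40 cells, interval 0.336 to 0.639%) and 0.0130% on chow (1 cell). The ratio was 36.1, with an interval of 6.12 to 1463 that reflects the single chow cell. With 1 library per condition, recovery that differs by cell type and a change of the tissue under LD cannot be told apart.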

How the results depend on the processing

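The alternatives that leave out barcodes rich in epithelial markers (for shares and for ligand scores) and genes higher in non-epithelial cells (for the return) were added after the data had been seen, which makes 3 added alternatives. Over 438 results and 1787 alternative values, 1055 stayed within their interval, or for gene lists within the tolerance given below. Beyond it moved 722 (231 higher, 491 lower), and 10 changed direction. Except where stated, the cause was not tested.

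Of the 189 alternative values for gene lists, 181 were unchanged. The tolerance for a list was taken from the width of its range of random lists, not from an interval of its median. That range is wide for short lists, with −0.55 to 0.64 for aquaporins at LD day 10 over chow, so unchanged is a weak statement there. TMM scaling moved the lists at LD day 10 over chow to −0.40 (junction, from −0.11), −0.93 (actin anchor, from −0.65) and 0.37 (immediate early and heat shock, from 0.66), and changed the direction of oxidative phosphorylation from 0.24 to −0.0537. TMM subtracts one shift from every gene of a contrast, which is why small changes flipped: at LD day 10 over chow *Epcam* went from 0.11 to −0.18, *Muc1* from 0.17 to −0.12, *App* from 0.21 to −0.0838, *Notch1* from 0.14 to −0.13, *Aqp11* from 0.17 to −0.11 and *Abca1* from 0.15 to −0.14, and at LD day 28 over chow *Slc4a4* went from 0.09 to −0.0127. With 5 CPM added, NF-kB in LD + TUDCA over LD day 28 went from −0.65 to −0.47 and DNA replication at LD day 10 over chow from 0.70 to 0.32. With proliferating-like cells kept in, DNA replication over chow went to 1.00 at LD day 10 and 1.11 at LD day 28, since these cells carry the genes. Among the named genes, 596 of 996 alternative values moved (164 higher, 432 lower): 261 of 332 under TMM scaling, 171 with Scrublet and 164 with the strict filter.

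The return towards chow was 55.8% of genes in the main setting, 72.2% of those higher and 34.7% of those lower on LD. At 1.5-fold these were 50.7%, 56.6% and 42.7%, and at 4-fold 70.7%, 92.0% and 28.6%. With at least 200 UMIs per gene the return was 52.1%, and 68.1% for higher genes. TMM gave 81.0% for higher and 30.9% for lower genes. It also changed which group was larger, with 785 higher and 852 lower genes, against 891 and 689 in the main setting. Without genes higher in non-epithelial cells the return was 47.8%, on the other side of an even split, with 60.2% for higher and 38.9% for lower genes.

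For shares, 439 of 520 alternative values were unchanged. Without batch correction the ratios of proliferating-like shares were 3.07 (LD day 10 over chow), 3.38 (LD day 28 over LD day 10) and 0.895 (LD + TUDCA over LD day 28). For LD day 28 over chow Leiden resolution 2 gave 8.48. For LD + TUDCA over LD day 28 Leiden resolution 0.5 gave 0.529, Scrublet 0.624, naming per barcode 0.620 and thinning with naming per barcode 0.874. Naming per barcode gave endothelial ratios of 20.6 (LD day 10 over chow) and 0.481 (LD day 28 over LD day 10), smooth muscle ratios of 13.9, 0.374 (from 1.31, whose interval of 0.995 to 1.72 includes 1, so its direction was not called) and, for LD + TUDCA over LD day 28, 0.863, ratios of all 4 non-epithelial classes of 13.5, 0.531 and 0.284 in the same order, and changed the direction of macrophage-like cells at LD day 28 over LD day 10, from 1.89 to 0.946. Thinning with naming per barcode gave 0.630 (endothelial) and 0.837 (4 classes) for LD day 28 over LD day 10. Without epithelial-rich barcodes these were 0.598 and 0.822, and LD + TUDCA over LD day 28 was 0.0737 for macrophage-like cells and 0.187 for the 4 classes. The other 58 moved shares were 26 higher and 32 lower. Leaving out mixed-marker clusters could not have an effect, since the rule found no such cluster in the main setting, so its 52 unchanged values, which are among the 439, say nothing about mixed barcodes.

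For sub-clusters, Scrublet lowered the endothelial sub-cluster that carried epithelial genes from 21.7% to 13.5% and raised the venule-type from 41.9% to 47.4%, and Leiden 0.5 took the capillary-type from 15.0% to 11.4%. *Dll4* with *Notch1* in endothelial-like cells scored 0.827, 0.907 with Scrublet and 1.05 without epithelial-rich barcodes. The other 22 moved scores were all higher.

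Depth and cell numbers limit the rare classes. The chow library held 35 endothelial-like, 15 macrophage-like and 16 fibroblast-group cells, so ratios over chow carry intervals of several-fold, and genes such as *Abcg8* and *Lrp2* rest on few UMIs.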

Differences from the paper's values

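Of the 27 values that the paper's text or figures give and that were also measured here, 0 differed by more than 1.5-fold, and the largest ratio was 1.42. Under the alternatives, 23 of 222 values differed. Of these, 18 came from naming each barcode on its own, with or without thinning, 2 from Leiden resolution 2 (proliferating-like cells at LD day 28 and under LD + TUDCA), 2 from leaving out batch correction (proliferating-like cells at LD day 10, macrophage-like cells under LD + TUDCA) and 1 from the strict filter (macrophage-like cells on chow). The supplement's levels, in a unit that the paper's text does not name, are not among these: over 772 gene and cell type pairs the median ratio of the levels here over the supplement's was 0.627, with 79.0% within 2-fold (58.0% in endothelial-like and 59.4% in macrophage-like cells). Of *Ccl4*, *Mif*, *Notch1* and *Dll4*, the genes compared singly, the largest gap was macrophage *Ccl4*, with the paper's value of 258.9 and 25.5 here.

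Other statements of the paper differ from the values found here. The paper's text has endothelial cells of every sub-cluster still rising at the later time point, whereas their share was 6.30% at LD day 10 and 4.64% at LD day 28, as in the paper's own figure (about 6.8% and about 4.7% in Figure 1C, read by eye): beyond their intervals, the venule-type and capillary-type shares fell and that of the unnamed sub-cluster rose, while the lymphatic-type (0.798% and 0.599%) and arteriole-type (0.379% and 0.670%) shares had intervals that overlap. The results text of the paper places junction genes, *Slc4a4* and *Vegfa* in the sub-cluster EC3, which it names capillary (its Figure 5D legend lists capillary and EC3 apart, and its discussion names EC2 for the ligand), whereas here these genes were highest in an unnamed sub-cluster (*Cdh1* 3.36 and *Vegfa* 0.843 UMIs per 10000) and low in the capillary-type one (0.618 and 0.0899), which held *Esm1* (5.54) and *Dll4* (3.10).

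The paper states that T cells vanished after the early time point, whereas the share of the sub-cluster with *Cd3d* was 0.279% at LD day 10 and 0.294% at LD day 28; it stayed unnamed, *Cd3d* was found in 37.8% of its cells, and Leiden resolution 0.5 gave a T-type sub-cluster of 48 cells in its place (0.279% and 0.329%). It gives *Cd52* to the first and second immune sub-clusters, whereas the level was 10.8 in the sub-cluster with *Cd3d* and 2.15 in the second. It gives contraction genes to FB2, whereas *Tagln* was 2.56 in FB2 and 9.52 in the sub-cluster numbered FB3 here, which may not be the paper's FB3.

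The paper describes clusters shared by all diets, whereas 0 of 13 corrected epithelial-like clusters held more than 10% from every library (the closest held at least 9.93% and 9.22%), and it gives higher inflammatory and NF-kB activity to LD clusters, whereas the NF-kB list was lower than chow in the LD sums (−0.29 and −0.66), although within the LD libraries it was highest in cluster 7. The paper reports red blood cells and hepatocytes as excluded, whereas 112 erythrocyte-like barcodes were found at LD day 28.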

Other observations

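Tests on the recovery of cells, the depth behind the shares, the number of neighbours shared by endothelial-like cells, free RNA over many genes, the return without such genes, the UMIs of mixed barcodes and the rate of epithelial-rich barcodes were chosen only after the results were seen. Tests on the ATF4, immediate early and NF-kB lists in other cell types, on *Apoe*, on thinned neighbours and on the UMIs, Scrublet ranks and epithelial markers of sub-clusters were written down beforehand.

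The shares of non-epithelial cells rose on LD and fell under LD + TUDCA. Depth is unlikely to be the whole cause, since the 4 classes, with each barcode named on its own, had a ratio of LD day 10 over chow of 13.5 without thinning and still of 10.4 (interval 8.12 to 13.4) after thinning to 2000 UMIs. A single lower recovery of all non-epithelial cells is unlikely for LD day 10, where endothelial-like cells were 59.5% of the 4 classes against 40.7% on chow, and for LD + TUDCA, where the ratio over LD day 28 was 0.505 for smooth muscle-like cells (interval 0.403 to 0.633) and 0.162 for endothelial-like cells. For LD day 28 over chow it stays possible, since endothelial-like cells were 46.6% of the 4 classes there (interval 43.2 to 50.1%). Recovery that differs by cell type and a change in the tissue cannot be told apart with 1 library per condition. Growth of vessels on LD stays a hypothesis, to be tested on stained sections.

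The lowest ratios in epithelial-like sums over chow included genes of a stress response. *Chac1* (ENSMUSG00000027313) gave 6942 UMIs on chow, 108 at LD day 10 (1.60 CPM) and 82 at LD day 28 (1.17 CPM), *Trib3* 26.9 CPM on chow and 1.84 at LD day 28, and *Nupr1* 475 CPM on chow and 48.1 at LD day 10. The list of 16 ATF4 targets, other genes of that response, had a median log2 ratio in epithelial-like cells of −0.97 at LD day 10 and −1.24 at LD day 28 over chow, and of −0.20 in LD + TUDCA over LD day 28. In endothelial-like cells without epithelial-rich barcodes it was −1.16 at LD day 28 over chow, below random lists (−0.76 to 0.47), but in smooth muscle-like cells it was 0.44, within them. Handling of the chow library, the younger age of its mice and an effect of the diet cannot be told apart on these values.

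Immediate early and heat shock genes were higher at LD day 10 than on chow in epithelial-like cells. In endothelial-like cells the same list stood at 0.50, above random lists (−0.22 to 0.23), and in smooth muscle-like cells at 0.18, within them. Handling of the LD day 10 library, age and an effect of the diet therefore cannot be told apart.

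NF-kB genes were lower in LD + TUDCA than at LD day 28 in epithelial-like cells, at −0.65. The list stood at −0.69 in smooth muscle-like cells, below random lists (−0.34 to 0.35), and at −0.11 in endothelial-like cells, within them (−0.21 to 0.31). A shift of the whole library and an effect of TUDCA on some cell types cannot be told apart.

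The other genes with the highest ratios at LD day 10 over chow were *Wfdc18* (143.6 against 5.76 CPM), *Ifi27l2a* (133 against 5.36), *Myl9* (196 against 10.2), *Apoe* (104 against 7.52) and *Mgp* (23.2 against 1.11), and those with the lowest were *2010109I03Rik* (log2 ratio −3.23), *Emp1* (−3.14) and *Car4* (−2.96). At LD day 28 over chow the highest were *Sprr2a3* (153 against 0.780 CPM), *Wfdc18* (462 CPM), *Agr2* (72.4 against 0.287), *1700049E15Rik* (log2 ratio 4.47) and *Reg3g* (100.2 against 4.38), and low ones were *Kcnq1ot1* (21.5 against 248.5), *Pgf* (3.85 against 46.5) and *Car4* (9.65). At least 2-fold higher were 7.70% of genes at LD day 10 and 6.48% at LD day 28, and lower 3.35% and 5.76%.

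Part of these differences may come from free RNA. Of the 809 genes at least 10-fold higher in the non-epithelial classes, 87.3% were higher at LD day 10 than on chow in epithelial-like sums, against 65.3% of all genes, and in LD + TUDCA over LD day 28 only 7.28% of such genes were higher, against 53.9%. The quotient of *Apoe* in epithelial-like cells over the whole LD day 10 library was 0.302, within the range of these genes (0.0906 to 0.671), so its level there is consistent with free RNA.

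The return towards chow is also open to this explanation. Without genes higher in non-epithelial cells, 47.8% of changed genes lay closer to chow under LD + TUDCA, within shuffled differences (47.4 to 55.9%). Of the genes higher on LD 60.2% still did, against 34.0% of shuffled ones, so free RNA is unlikely to be the whole cause for these.

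Epithelial-like cells of each library lay apart before correction. With 35 cells per library, 43.3% of the neighbours of endothelial-like cells came from their own library and 74.6% of those of epithelial-like cells, where chance gives 25%. With 20 cells per library and 10 neighbours these shares were 39.5 to 60.3% for smooth muscle-like cells, and with 29 cells and 14 neighbours 50.4 to 73.5% for proliferating-like cells. All lay above chance, and the measure depends on the number of cells and on the spread within a cell type, so a shift shared by all cell types and one of the epithelium cannot be told apart. After thinning to 2000 UMIs the lowest share from the own library was still 71.8%, which argues against depth. Diet, age and handling of the libraries stay open as causes.

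Sub-clusters with epithelial genes may hold barcodes of an epithelial cell and another cell. The endothelial one had 1.91 times the median UMIs of the next sub-cluster, 43.2% of it was ranked by Scrublet among the expected doublets, and its epithelial markers were 3.53 times the highest of the others, which argues against evenly spread free RNA. For the immune one these were 1.84 times, 14.7% and 3.97 times. Both sub-clusters were picked out by their epithelial genes, however, so the marker ratios are not independent tests. Macrophage-like barcodes rich in epithelial markers, however, had only 0.693 of the summed UMIs of both cell types (interval 0.628 to 0.767), which includes the 0.645 of an epithelial cell alone, and their macrophage genes stood at 0.182 of the usual level where mixed barcodes would give 0.355, so mixed barcodes and epithelial cells with RNA of macrophages cannot be told apart there. Endothelial-like barcodes rich in epithelial markers had 0.773 of the sum (interval 0.712 to 0.837), above the 0.642 of an epithelial cell alone but below the full sum. Their endothelial genes stood at 0.274, where mixed barcodes would give 0.358. Fibroblast-like ones had 0.811 (interval 0.557 to 1.11) over 13 barcodes, which includes the 0.593 of an epithelial cell alone. Their fibroblast genes stood at 0.395, where mixed barcodes would give 0.407, and their epithelial genes at 0.570, where these would give 0.593. Both levels are close to those of mixed barcodes, but with 13 barcodes single cells with both sets of genes stay open. Such barcodes were 34.3% of the non-epithelial barcodes in the LD + TUDCA library, 8.40% at LD day 10, 16.5% on chow and 21.6% at LD day 28, where an assumed rate of 0.8% per 1000 barcodes gives 19.9%, 6.93%, 11.5% and 11.5% in the same order. The rank of the lowest and highest share is that of the rate, but the intervals of LD + TUDCA (28.95 to 40.05%) and LD day 28 (18.8 to 24.6%) lie above it, so other causes of such barcodes stay open. Of the macrophage-like cells under LD + TUDCA 26 of 42 were such barcodes. The transition of fibroblasts to epithelial cells that the authors propose stays a hypothesis that needs images of single cells.

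The supplement's levels of 772 gene and cell type pairs had a Spearman correlation across genes of 0.982 with the levels here, a median ratio of 0.627 of the levels here over the supplement's and 79.0% of pairs within 2-fold, and genes are not independent replicates.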
